# Luminal Rank loss decreases cell fitness leading to basal cell bipotency in parous mammary glands

**DOI:** 10.1038/s41467-023-41741-5

**Published:** 2023-10-09

**Authors:** Ana Sofia Rocha, Alejandro Collado-Solé, Osvaldo Graña-Castro, Jaime Redondo-Pedraza, Gonzalo Soria-Alcaide, Alex Cordero, Patricia G. Santamaría, Eva González-Suárez

**Keywords:** Mammary stem cells, Cell lineage, Cell signalling

## Abstract

Rank signaling pathway regulates mammary gland homeostasis and epithelial cell differentiation. Although Rank receptor is expressed by basal cells and luminal progenitors, its role in each individual cell lineage remains unclear. By combining temporal/lineage specific Rank genetic deletion with lineage tracing techniques, we found that loss of luminal Rank reduces the luminal progenitor pool and leads to aberrant alveolar-like differentiation with high protein translation capacity in virgin mammary glands. These Rank-deleted luminal cells are unable to expand during the first pregnancy, leading to lactation failure and impairment of protein synthesis potential in the parous stage. The unfit parous Rank-deleted luminal cells in the alveoli are progressively replaced by Rank-proficient cells early during the second pregnancy, thereby restoring lactation. Transcriptomic analysis and functional assays point to the awakening of basal bipotency after pregnancy by the induction of Rank/NF-κB signaling in basal parous cell to restore lactation and tissue homeostasis.

## Abstract (web summary)

Rocha and co-authors show that loss of luminal Rank signaling causes abnormal alveolar differentiation and lactation failure. Subsequent pregnancies activate bipotency in basal cells, replacing unfit luminal cells, and restoring lactation.

## Introduction

The mammary gland (MG) is a highly specialized organ that primarily develops after birth, undergoing expansion during puberty, followed by cycles of growth and regression with each oestrous and pregnancy/lactation/involution cycle. The MG epithelium is organized as a bilayer composed of luminal cells, lining the ductal or alveolar lumen, and basal cells surrounding the luminal layer. The luminal compartment is further subdivided into hormone-sensing cells, expressing hormone receptors (HRs) and luminal progenitors lacking HRs.

Tissue homeostasis is maintained by at least two subsets of lineage-restricted progenitors responsible for the maintenance and expansion of each of the cellular compartments independently (reviewed in^1^). The basal lineage, long recognized to be enriched in stem cells, although also heterogeneous, has not been extensively characterised due to the lack of markers discriminating putative stem cells from the more differentiated counterparts.

Rankl (receptor activator of nuclear factor-B ligand), a cytokine member of the TNF superfamily, and its receptor Rank are essential for MG development^2,3^. In the context of the mouse epithelial hierarchy, Rankl is expressed in progesterone receptor-positive (PR+) luminal cells, mediating progesterone dependent mitogenic signaling in Rank-positive neighbouring cells, namely luminal progenitors and basal cells^4–6^. Full body and epithelial specific Rank deletion display defective alveologenesis and lactation failure due to impaired mammary epithelial cell (MEC) proliferation and differentiation^2,6^, while pharmacological inhibition (Rank-Fc treatment) at mid-pregnancy results in premature lactogenesis through the interference with prolactin/Stat5 signaling^7^. Moreover, MMTV-driven Rank expression in the MG results in increased proliferation and stemness, accompanied by early alveologenesis but failure to lactate^8–10^.

Rank pathway signaling is therefore required for epithelial expansion and alveologenesis, while its downregulation is fundamental to achieve terminal differentiation and milk production. Although the consequences of full body or constitutive epithelial Rank deletion have been established^2,6^, the contribution of Rank signaling to each mammary cell lineage has not been addressed. Here, we show that Rank basal cell specific deletion has a minor impact in MG homeostasis. In contrast, luminal Rank signaling has a crucial role in the maintenance of luminal progenitors by preventing precocious alveolar differentiation and renewal during lactation/regression cycles. Finally, we demonstrate that under physiological stress driven by dysfunctional luminal cells, basal cell bipotency is activated through Rank signaling, thus contributing to MG homeostasis.

## Results

### Luminal Rank deletion leads to an increase in hormone-sensing population without affecting fat pad invasion

Rank has been shown to be expressed in basal cells of the MG epithelium and, at lower levels, in luminal progenitors (HR−)^11^. We thus aimed to determine the role of Rank in each of these cell lineages independently. We induced Rank deletion during puberty (Fig. 1a) to allow fate mapping of the recombined cells (GFP+) at the different stages in K14^iΔRank^ (targeting basal cells), K8^iΔRank^ (targeting luminal cells) and control mouse lines lacking the Rank floxed allele but including the mTmG reporter (K14^imTmG^ and K8^imTmG^) (Supplementary Fig. 1a, b).

**Fig. 1:**
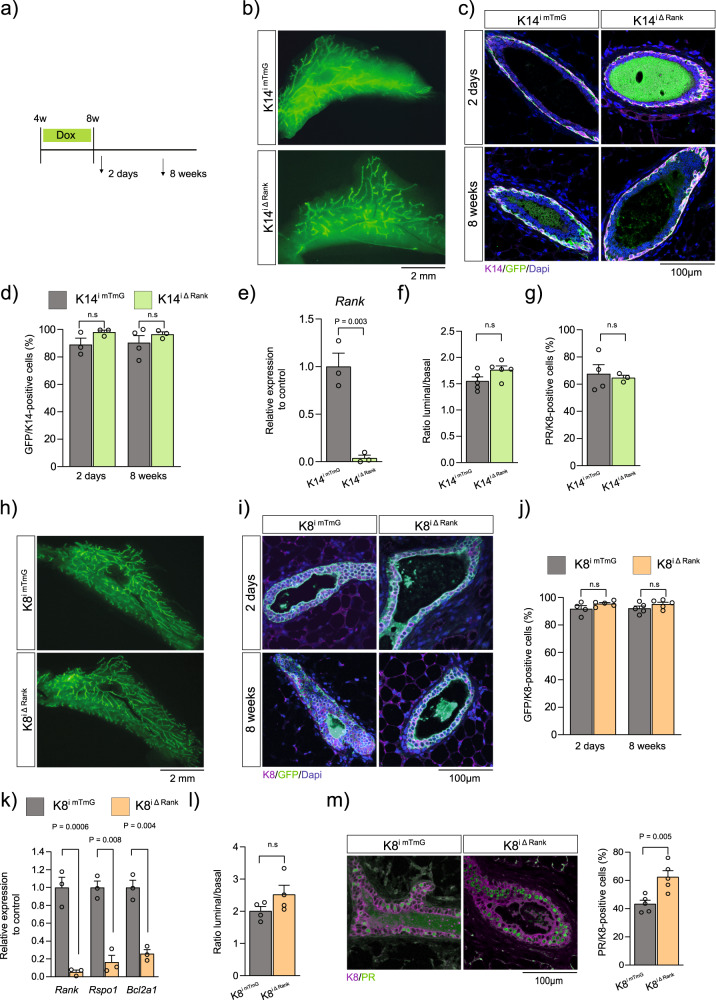
Luminal Rank deletion reduces luminal progenitors without altering fat pad invasion. **a** Experimental protocol used to achieve complete Rank deletion in virgin MGs from K14 and K8 transgenic mouse models (for details see methods). **b** Whole mount IF (GFP) from K14^imTmG^ and K14^iΔRank^ MGs 2 days following doxycycline (dox) removal. **c** Images from IF detecting K14+ (magenta) and GFP+ (green) cells, Dapi (blue) stains nuclei. **d** Quantification of GFP+ cells in the K14 population in K14^imTmG^ and K14^iΔRank^ mice 2 days (*n* = 3; *p* = 0.30) and 8 weeks (*n* = 4 K14^imTmG^; *n* = 3 K14^iΔRank^; *p* = 0.51) post-dox removal. **e** qPCR of *Rank* mRNA in FACS-sorted basal cells from K14^iΔRank^ MGs relative to controls (*n* = 3; *p* = 0.003). **f** Ratio of luminal (K8+) to basal (K14+) cells based on IF analysis 8 weeks following dox removal from K14^imTmG^ and K14^iΔRank^ MGs (*n* = 5; *p* = 0.08). **g** Quantification of PR+ within luminal cells (K8+) 2 days following dox removal from K14^imTmG^ (*n* = 4) and K14^iΔRank^ (*n* = 3) mice (*p* = 0.73). **h** Whole mount IF (GFP) from K8^imTmG^ and K8^iRank^ MGs 2 days after dox removal. **i** IF images of K8+ (magenta) and GFP+ (green) cells in indicated MGs, Dapi (blue) stains nuclei. **j** Quantification of GFP+ cells in the K8+ population 2 days (*n* = 4 K8^imTmG^; *n* = 5 K8^iΔRank^; *p* = 0.25) and 8 weeks (*n* = 5; *p* = 0.34) following dox removal. **k** qPCR of *Rank* (*p* = 0.0006), *Rspo1* (*p* = 0.008)*, Bcl2a1* (*p* = 0.004) in FACS-sorted luminal GFP+ cells from K8^imTmG^ and K8^iΔRank^ mice (*n* = 3). **l** Ratio of luminal (K8+) to basal (K14+) cells in K8^imTmG^ and K8^iΔRank^ MGs 2 days following dox removal (*n* = 4; *p* = 0.16). **m** IF and quantification of PR+ (green) within luminal K8+ (magenta) cells 8 weeks following dox removal (*n* = 5; *p* = 0.005). Data are represented as mean +/− SEM. Scale bars and significant *P*-values are indicated in the graphs. *P*-values were calculated by Two-Way ANOVA with Tukey’s multiple comparisons (**d**, **j**), Unpaired *T*-test two-tailed (**e**, **f**, **g**, **l**, **m**) and One Sample *T*-Test (**e**, **k**). Staining was quantified in 5 independent images from two tissue sections collected 100 µm apart (**d**, **j**, **m**). Source data are provided as a Source Data file. ns not significant.

Whole mount analysis of K14^iΔRank^ MGs did not show major defects in fat pad invasion upon basal Rank loss (Fig. 1b), despite the high levels of recombination that remained stable throughout the tracing in K14^iΔRank^ MGs (Fig. 1c, d and Supplementary Fig. 1c). Furthermore, qPCR on flow cytometry sorted-GFP basal cells confirmed efficient *Rank* deletion in this population (Fig. 1e). Histological analysis demonstrated a normal distribution of luminal (K8+) and basal (K14+) populations (Figs. 1c, 1f and Supplementary Fig. 1d), as well as proportion of PR+ cells within the luminal epithelium (Fig. 1g).

An analogous approach was performed in K8^iΔRank^ MGs; again, we were unable to detect any major alterations in fat pad invasion (Fig. 1h). High efficiency and specificity of recombination in luminal cells were confirmed by immunofluorescence (IF) and flow cytometry (Fig. 1i, j and Supplementary Fig. 1e, f). A clear reduction in *Rank* gene expression and its downstream targets in K8^iΔRank^ sorted-luminal cells confirmed efficient luminal Rank deletion (Fig. 1k). Histological analysis failed to demonstrate an overt phenotype in K8^iΔRank^ mice and no difference in the ratio luminal/basal cell was detected (Figs. 1i, 1l and Supplementary Fig. 1e). However, an accumulation of PR+ cells accompanied by increased *Rankl* mRNA expression was observed (Fig. 1m and Supplementary Fig. 1g), indicating that luminal Rank loss might impair luminal progenitor expansion.

These observations were confirmed in MGs from K5^ΔRank^ mice with constitutive epithelial Rank deletion (Supplementary Fig. 1h). In this model, a high percentage of recombination was detected in luminal and basal lineages (Supplementary Fig. 1i), together with no changes in the luminal to basal ratio (Supplementary Fig. 1j). An increase in the number of PR+ cells was observed (Supplementary Fig. 1k), providing further support to the results obtained in K8^iΔRank^ mice.

Together, these data demonstrate that epithelial (basal or luminal) Rank signaling is not critical for fat pad invasion and that luminal Rank signaling is required for the maintenance of the luminal progenitor population during MG homeostasis.

### Luminal Rank loss impairs alveologenesis and leads to lactation failure

Constitutive Rank deletion, either epithelial or ubiquitous, impairs lactation^2,5^; however, the contribution of Rank+ luminal/basal cells to this phenotype remains unexplored. To address the role of Rank signaling in each lineage during pregnancy, we analysed the ability of K14^iΔRank^ and K8^iΔRank^ mice to lactate (Fig. 2a).

**Fig. 2:**
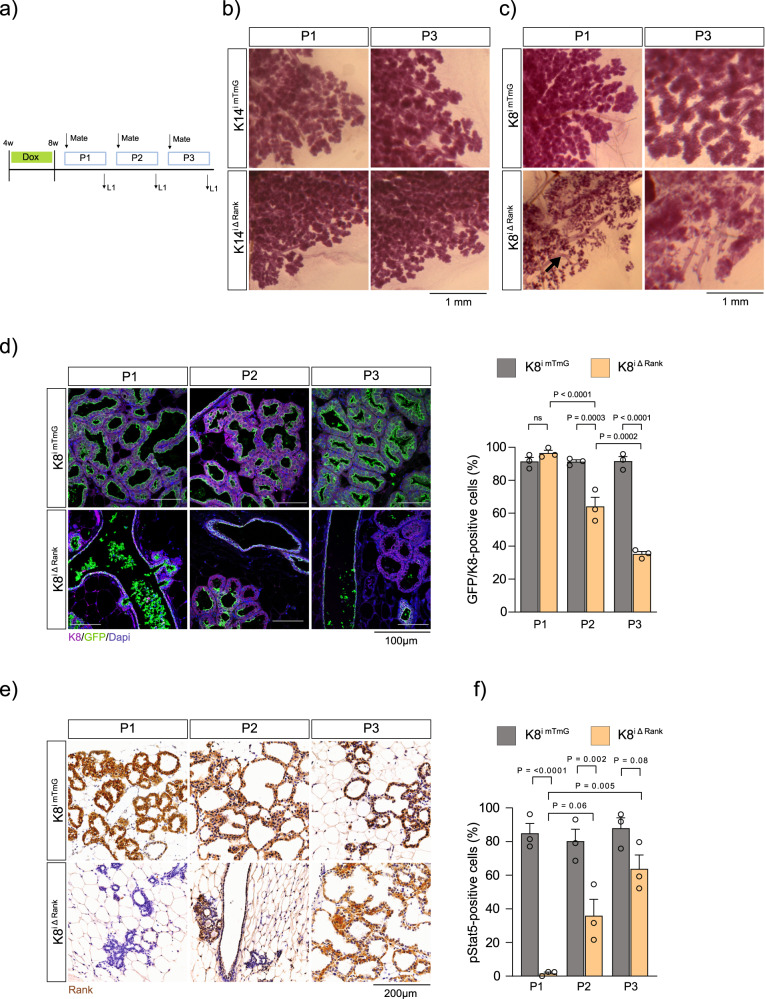
Luminal Rank loss results in lactation failure that is restored during successive pregnancies through the emergence of Rank-positive cells. **a** Experimental protocol used to establish the role of basal and luminal Rank during successive pregnancies in K14 and K8 transgenic models. **b** Whole mount MG staining from K14^imTmG^ and K14^iΔRank^ mice at L1 of pregnancy one (P1) and three (P3). **c** Whole mount MG staining from K8^imTmG^ and K8^iRank^ at L1 of P1 and P3. Black arrow indicates dilated ducts. **d** IF analysis of K8+ (magenta) and GFP+ (green) in MGs from K8^imTmG^ and K8^iΔRank^ mice, Dapi (blue) stains nuclei. Quantification of the number of GFP+ cells within the luminal (K8+) population at L1 from P1 (*p* = 0.98), P2 (*p* = 0.0003) and P3 (*p* < 0.0001) in K8^imTmG^ and K8^iΔRank^ (*n* = 3) is shown. **e** Rank immunohistochemistry at L1 from P1, P2 and P3 in K8^imTmG^ and K8^iΔRank^ mice. **f** Quantification of the percentage of pStat5+ cells in the luminal population at P1 (*p* < 0.0001), P2 (*p* = 0.002) and P3 (*p* = 0.08) at L1 in K8^imTmG^ and K8^iΔRank^ (*n* = 3). Data are represented as mean +/− SEM. Scale bars and significant *P* values are indicated in the graphs. *P*-values were calculated using Two-Way ANOVA with Tukey’s multiple comparisons (**d**, **f**) and were reported as the exact value when they were significant. Staining was quantified in 5 independent images from two tissue sections collected 100 µm apart (**d**, **f**). Source data are provided as a Source Data file. ns not significant.

Whole mount analysis at lactation day 1 (L1) of K14^iΔRank^ and K14^imTmG^ MGs failed to demonstrate any striking difference (Fig. 2b). Recombination at L1 was maintained at similar levels to that observed in the virgin MG (Supplementary Fig. 2a). Surprisingly, we detected several clones of GFP+ luminal cells within the L1 alveoli of both K14^iΔRank^ and K14^imTmG^ MGs (Supplementary Figs. 2a, b), an observation opposite to our findings in the virgin MG, in which no GFP+ cells were observed in the luminal population (Fig. 1c and Supplementary Fig. 1c). However, examination of lactating non-induced mice showed the existence of small clones of luminal GFP+ cells (in the absence of neighbouring basal cell recombination), indicating that these luminal clones represent K14 promoter leakiness during pregnancy (Supplementary Fig. 2c).

Rank signaling is a known regulator of stemness; we therefore explored the impact of basal Rank loss upon several cycles of pregnancy/involution. As observed at pregnancy one (P1), K14^iΔRank^ mice were able to lactate normally following a second (P2) and third pregnancy (P3) (Fig. 2b, Supplementary Figs. 2a, b). Lineage tracing of the basal GFP+ cells demonstrated that recombined cells remained stable throughout the pregnancies in both mouse lines (Supplementary Figs. 2a, b). This demonstrates that loss of basal Rank signaling does not impact basal cell expansion or functionality of the MG during pregnancy.

In contrast, K8^iΔRank^ females lost their litters at L1 of P1, indicating that Rank deletion exclusively in the luminal compartment led to lactation failure. K8^iΔRank^ MGs at this stage displayed significantly dilated ducts (black arrow, Fig. 2c), containing a whitish liquid and showing signs of defective differentiation. Indeed, K8^iΔRank^ MGs at L1 exhibited incomplete alveolar formation and reduced epithelial expansion, indicative of impaired alveologenesis (Supplementary Fig. 2d), which accounts for the mother’s inability to nurse the pups. Importantly, no differences in the serum levels of estradiol, progesterone, and prolactin at mid-pregnancy (G14.5) were found between genotypes demonstrating that K8^iΔRank^ and K8^imTmG^ mice received similar hormonal input during pregnancy (Supplementary Data 1).

To pinpoint the role of each hormone, we administered these hormones separately to virgin mice and observed reduced proliferation of K8^iΔRank^ luminal cells in response to progesterone and prolactin, while in response to estradiol proliferation was enhanced (Supplementary Fig. 2e). For this reason, we concluded that luminal Rank loss impairs the proliferative response of the mammary epithelia to progesterone and prolactin, leading to defective alveologenesis and subsequent lactation failure.

### Lactation is restored in K8^iΔRank^ mice upon subsequent pregnancies by the emergence of Rank-positive luminal cells

To our surprise, K8^iΔRank^ females were able to nurse a few pups after P2 and most of the litter by P3. Indeed, an almost normal lactating gland with proper developed alveoli was found at P3 (Fig. 2c, d). Quantification of GFP expression in K8^iΔRank^ and K8^imTmG^ MGs at P1 revealed a similar percentage of recombination in luminal cells in both models, comparable to that of virgins (Fig. 2d and Supplementary Fig. 3a). Analysis of non-induced K8^iΔRank^ MGs at P1 failed to demonstrate any evidence of promotor leakiness (Supplementary Fig. 3b). Interestingly, at P2 and P3, the percentage of GFP+ luminal cells decreased in K8^iΔRank^ while remaining constant in the control K8^imTmG^ mice (Fig. 2d and Supplementary Fig. 3a).

Rank/tdTomato immunostaining confirmed the presence Rank+/tdTomato+ luminal cells in K8^iΔRank^ MGs at P2/P3 (Fig. 2e and Supplementary Fig. 3c), indicating that the GFP dilution of the luminal cells was associated with the appearance of Rank+/tdTomato cells. Importantly, the key regulator of lactogenesis, pStat5, was absent in MGs of K8^iΔRank^ mice in P1 at L1, but its expression was progressively recovered in the lactating (L1) MGs at P2 and P3, in GFP+ and GFP− K8^iΔRank^ luminal cells, confirming a functional rescue (Fig. 2f and Supplementary Fig. 3d, e). The milk protein β-casein was detected not only in the lactating MGs of control K8^mTmG^ and K8^iΔRank^ mice at P2/P3, but also in ductal cells and aberrant alveoli of the dysfunctional K8^iΔRank^ at P1 (Supplementary Fig. 3f) demonstrating that luminal Rank-deficient cells were capable of producing some milk proteins, in line with the whitish liquid detected in the dilated ducts at L1.

Together our observations indicate that Rank-deficient luminal cells are progressively replaced by Rank+ cells to restore lactation, but only after the first pregnancy.

### Luminal Rank loss leads to aberrant alveolar differentiation in the virgin MG and impaired protein translation during pregnancy

Pregnancy causes a series of molecular changes in MECs that influence the activation of pregnancy-related programs during the re-exposure to pregnancy hormones^12,13^. Thus, we sought to identify the changes that pregnancy and involution impose on K8^iΔRank^ MGs that may underlie their distinct functionality between P1 and P2. Age matched virgin and parous (30 days post-involution) MGs were analyzed for GFP expression, luminal differentiation and proliferation (Fig. 3a). The percentage of GFP+ cells within the luminal population remained constant in virgin and parous MGs ruling out involution as a mechanism for the loss of GFP+/Rank− cells (Fig. 3b).

**Fig. 3:**
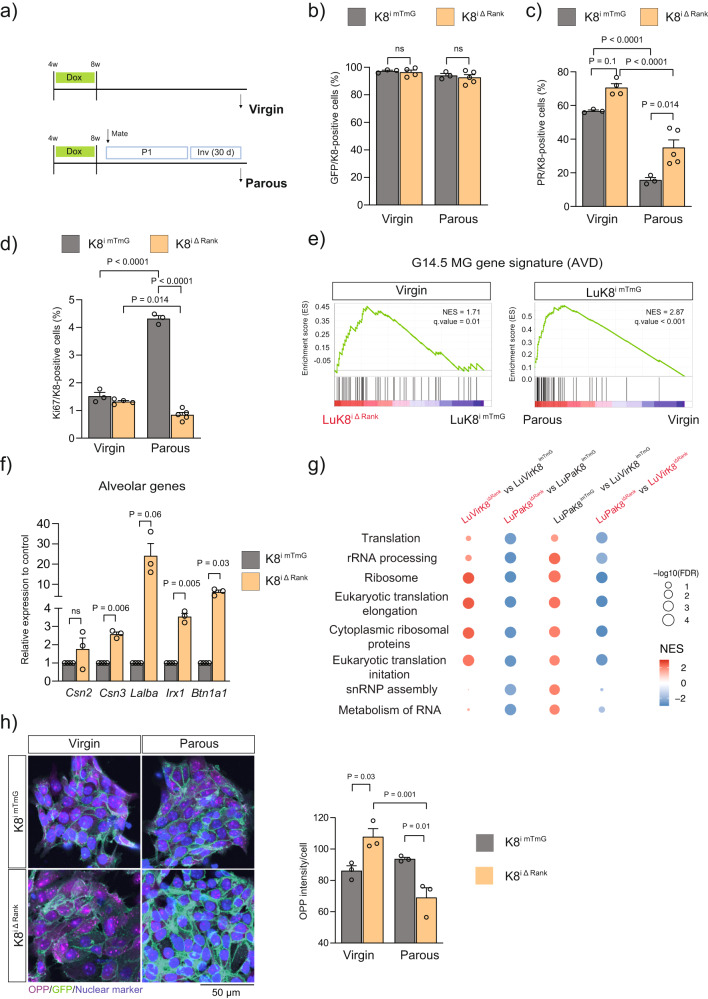
Rank deletion in luminal cells results in parity-associated protein translation defects. **a** Experimental protocol used to characterize the difference between virgin and parous K8^imTmG^ and K8^iΔRank^ females (for details see methods). **b** Quantification of GFP+ within K8+ cells in age-matched virgin (*n* = 3 K8^imTmG^; *n* = 4 K8^iΔRank^; *p* = 0.98) and parous MGs (*n* = 3 K8^imTmG^; *n* = 5 K8^iΔRank^; *p* = 0.93). **c** Percentage of luminal differentiated cells (PR+) in the K8+ lineage in virgin (*n* = 3 K8^imTmG^; *n* = 4 K8^iΔRank^; *p* = 0.11) and parous stage (*n* = 3 K8^imTmG^; *n* = 5 K8^iΔRank^; *p* = 0.01). **d** Quantification of proliferation (Ki-67) in luminal (K8+) cells in virgin (*n* = 3 K8^imTmG^; *n* = 4 K8^iΔRank^; *p* = 0.67) and parous (*n* = 3 K8^imTmG^; *n* = 5 K8^iΔRank^; *p* < 0.0001) MGs. **e** GSEA profiles of alveolar progenitor differential gene set obtained at G14.5 MG (AVD) between virgin and parous luminal (Lu) cells of the indicated genotypes. **f** qPCR analysis of differentially expressed lactation genes (*Csn2* (*p* = 0.33)*, Csn3* (*p* = 0.006)*, Lalba* (*p* = 0.06)*, Irx1* (*p* = 0.005)*, Btn1a1* (*p* = 0.03)) between virgin K8^imTmG^ (*n* = 4) and K8^iΔRank^ (*n* = 3) mice in sorted luminal GFP+ cells. **g** Bubble plot representation showing selected significant gene sets related to ribosomal/translation in the different biological settings indicated from luminal cells of K8^imTmG^ and K8^iΔRank^ mice. **h** Representative images of protein synthesis signal (OPP signal in magenta) in primary luminal cells (GFP+ in green) and quantification of protein synthesis (average intensity of OPP signal per cell/per field) from virgin (*p* = 0.03) and parous (*p* = 0.01) K8^imTmG^ and K8^iΔRank^ mice (*n* = 3). Data are represented as mean +/− SEM. Scale bars and significant *P* values are indicated in the graphs. *P*-values were calculated by Two-Way ANOVA with Tukey’s multiple comparisons (**b**, **c**, **d**, **h**) and One Sample *T*-Test (**f**). Staining was quantified in 5 independent images from two tissue sections collected 100 µm apart (**b**, **c**, **d**). Staining was quantified in 5 independent images (**h**). Source data are provided as a Source Data file. ns not significant.

Parity promotes a reduction in the number of PR+ cells^14^. Interestingly, the increase in the relative frequency of PR+ cells previously observed in K8^iΔRank^ compared to K8^imTmG^ virgin females is still present in parous glands, demonstrating the importance of Rank signaling in the maintenance of the luminal progenitor pool (Fig. 3c). Proliferation levels (Ki67+ cells) were similarly low in K8^imTmG^ and K8^iΔRank^ virgin MGs, while after parity, luminal proliferation was increased in the control K8^imTmG^ but not in the K8^iΔRank^ MGs (Fig. 3d).

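The transcriptome was measured by 3′ mRNA sequencing of luminal and basal cells sorted by FACS from single mice. In K8 iΔRank mice a doxycycline-induced Cre recombinase under the Krt8 promoter deletes Rank in luminal cells and switches on GFP, whereas K8 iΔRank basal cells keep Rank. K8 imTmG mice carry the same reporter with intact Rank. According to the methods, doxycycline was given at 1 mg per ml from week 4 to week 8 of age, while the deposited labels start it at week 3. Parous MGs were collected 30 days after involution began. In the paper's pregnancy experiments, mice that lactated nursed until their pups were removed. K8 iΔRank mice failed at lactation day 1 and were given 30 days to simulate involution. Parous K8 iΔRank mice thus had a shorter lactation than parous K8 imTmG mice. In both lineages, differences between the parous genotypes cannot be told apart from this difference in lactation. Luminal libraries came from 3 virgin K8 imTmG, 3 virgin K8 iΔRank, 5 parous K8 imTmG and 4 parous K8 iΔRank mice. Basal libraries came from 3 virgin K8 imTmG, 4 virgin K8 iΔRank, 4 parous K8 imTmG and 4 parous K8 iΔRank mice. Both lineages were sequenced from 13 of these mice. The authors trimmed 86-base reads, aligned them to GRCm39 with Bowtie2, removed duplicates by 6-nt unique molecular identifiers (UMIs) and divided the gene counts by DESeq2 size factors. They deposited these normalized counts for 11137 genes in 30 libraries. In each library 100% of the values were whole multiples of 1 step, so the deduplicated reads could be recovered. Recovered reads per library ranged from 340445 to 3130419, with a median of 1853588. The medians for luminal libraries were 2135518 reads in virgin K8 imTmG, 1112352 in virgin K8 iΔRank, 2781750 in parous K8 imTmG and 2551215 in parous K8 iΔRank. In basal libraries the medians were 437873 reads in virgin K8 imTmG, 1629138.5 in virgin K8 iΔRank, 720970 in parous K8 imTmG and 2735617 in parous K8 iΔRank. One read was therefore worth between 0.381 and 5.43 normalized counts, and low values in the shallow basal virgin K8 imTmG libraries are the least precise. No replicate pair of a condition held the same library, because the chi-square of their reads per degree of freedom was at least 2.72 in the 43 pairs compared.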

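Rank itself, listed as Tnfrsf11a (ENSMUSG00000026321.10, chromosome 1 of GRCm39, 105708358 to 105777170, plus strand), was not lower in the luminal libraries labelled K8 iΔRank when all libraries of a stage were compared. Its normalized count was 18.6, 14.2 and 9.57 in the 3 virgin K8 imTmG libraries and 18.9, 11.5 and 23.8 in the 3 virgin K8 iΔRank libraries. In the parous K8 imTmG libraries it was 20.2, 50.4, 64.9, 12.8 and 49.3, and in the parous K8 iΔRank libraries 41.1, 27.0, 32.3 and 34.3. The log2 fold change of K8 iΔRank against K8 imTmG was 0.33 (standard error 0.43, limma adjusted p = 0.687) in virgin and -0.01 (standard error 0.43, limma adjusted p = 0.992) in parous luminal cells. Rspo1, measured with Rank by qPCR in Fig. 1k, had log2 fold changes of -2.20 (standard error 1.15, limma adjusted p = 0.291) in virgin and -2.90 (standard error 1.05, limma adjusted p = 0.176) in parous luminal cells, and stayed below 0 whichever mouse was left out. QuantSeq reads come from the 3′ end of a transcript and do not show whether internal exons were deleted. Genotypes are therefore those of the labels, and K8 iΔRank below stands for libraries labelled K8 iΔRank. In basal cells, where Rank is not targeted, the mean normalized count of Tnfrsf11a lay between 51.2 ± 16.7 (SD, n = 3, virgin K8 imTmG) and 72.9 ± 8.07 (SD, n = 4, parous K8 iΔRank).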

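The 30 libraries also parted in a way that follows neither lineage, stage nor genotype alone. Across 7593 genes outside all gene sets used here, 10 genes (Bax, Clec2d, H2-Q4, Kat6b-ps2, Lamtor2, Metrn, Ndufb4, Rnf10, Sumo2 and Tnfrsf12a) separated the same 14 libraries from the same 16 with a gap of at least 0.75 on the log2 scale. The C-type lectin gene Clec2d had the widest gap. Its normalized count was 65.6 to 199 in the 14 Clec2d-high libraries and 0.641 to 8.68 in the 16 Clec2d-low libraries. Of the 13 mice with both lineages, 10 had their libraries on opposite sides. All 3 virgin K8 imTmG luminal libraries were Clec2d-low and all 3 virgin K8 iΔRank luminal libraries were Clec2d-high. All 4 parous K8 iΔRank luminal libraries were Clec2d-low, whereas parous K8 imTmG luminal libraries were mixed, with 3 low and 2 high. In basal cells all virgin and parous K8 imTmG libraries were Clec2d-high, all 4 virgin K8 iΔRank libraries were Clec2d-low, and parous K8 iΔRank libraries were mixed, with 2 low and 2 high. The virgin genotype comparisons of both lineages and the luminal comparison of parous with virgin K8 iΔRank thus cannot be told apart from this split. For the other comparisons values within one side are given beside many of the pooled ones. Rank depends on the side compared. Among Clec2d-low parous luminal libraries Tnfrsf11a was 27.0 to 41.1 in the 4 K8 iΔRank and 49.3 to 64.9 in the 3 K8 imTmG libraries, a log2 fold change of -0.69 (standard error 0.20, limma adjusted p = 0.0864), whereas the 2 Clec2d-high K8 imTmG libraries held 20.2 and 12.8. Rspo1 had a log2 fold change of -3.95 (standard error 0.83, limma adjusted p = 0.0581) among the same Clec2d-low libraries. In virgin luminal cells no comparison within one side is possible.

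**Figure D1:**
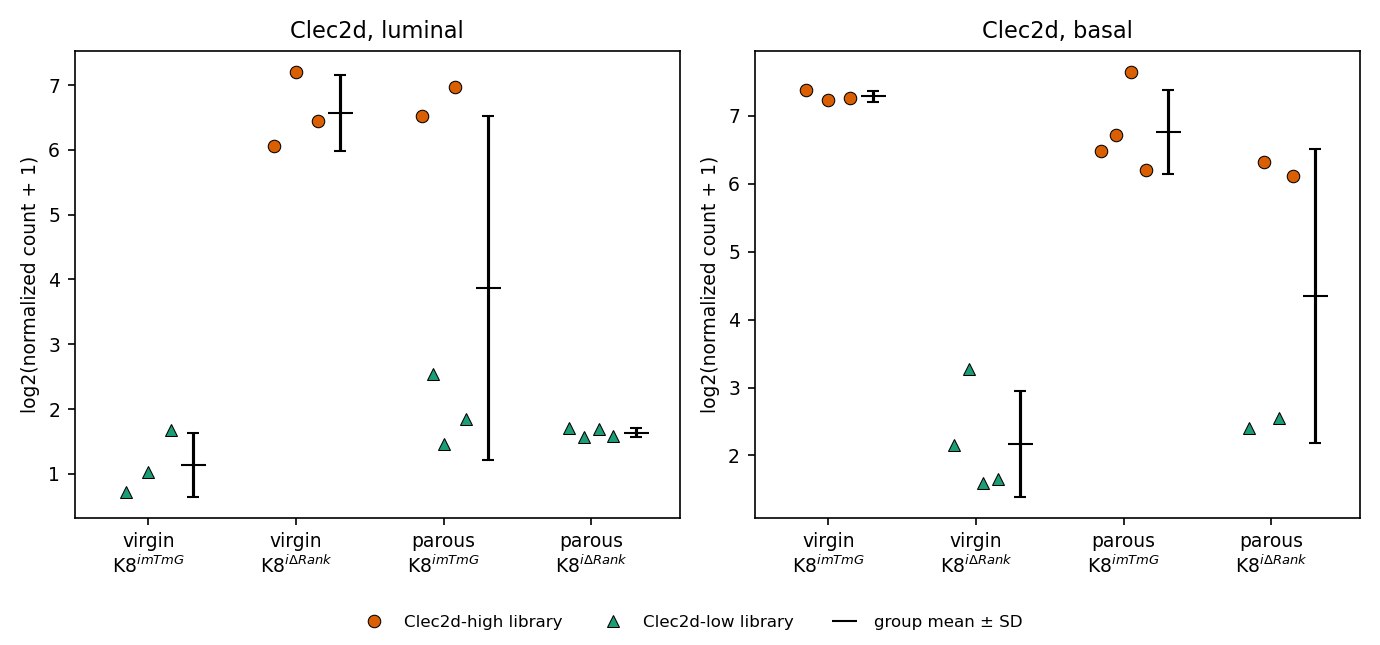
Normalized counts of Clec2d on a log2(normalized count + 1) scale in each luminal (left) and basal (right) library, by stage and genotype, with the group mean ± SD. Circles are the 14 Clec2d-high libraries and triangles the 16 Clec2d-low libraries; the sides do not overlap, and only parous K8 imTmG luminal and parous K8 iΔRank basal cells hold both.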

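Differential expression was tested with limma on log2(normalized count + 1) among genes above 10 normalized counts in at least 25% of the libraries compared, with Benjamini-Hochberg adjusted p-values. Of 10066 genes tested in virgin luminal cells, 99 differed between K8 iΔRank and K8 imTmG at an adjusted p below 0.05, 63 higher and 36 lower in K8 iΔRank. In parous luminal cells 10 of 10090 genes differed, all 10 higher in K8 iΔRank. In this comparison 42 genes differed among the Clec2d-low libraries alone, among them those 10. Parous and virgin K8 imTmG luminal cells differed in 226 genes, 109 higher and 117 lower after parity, and 1285 genes differed when Clec2d-low libraries alone were compared. Parous and virgin K8 iΔRank luminal cells differed in 1643 genes, 846 higher and 797 lower. Among alternatives other than leaving out a mouse, array quality weights in limma moved the first 3 of these counts most, to 2514, 1147 and 3993 genes. DESeq2 on the recovered reads gave 640, 459 and 998. Leaving out each mouse in turn gave 0 to 247, 0 to 21 and 3 to 732. The fourth count moved most when all 15 luminal libraries were fitted together, to 222 genes. It was 1595 with array quality weights and 1683 with DESeq2. In parous luminal cells the 10 genes called were all higher in K8 iΔRank, but this direction depended on the method. There DESeq2 called 225 genes higher and 234 lower, and array quality weights 647 higher and 500 lower. Clec2d and Lamtor2, both among the split genes, were among the genes with the lowest p-values in virgin K8 iΔRank cells, with log2 fold changes of 5.42 (standard error 0.46, limma adjusted p = 0.00289) and 2.59 (standard error 0.28, limma adjusted p = 0.00975). In parous K8 iΔRank cells the lowest p-values belonged to Masp1 (chromosome 16, 23268167 to 23339779), Ntn4 (chromosome 10, 93476543 to 93583069) and Snorc (chromosome 1, 87397772 to 87403204). Masp1 had a normalized count of 212 ± 52.8 (SD, n = 4) in parous K8 iΔRank and 11.8 ± 11.3 (SD, n = 5) in parous K8 imTmG cells, a log2 fold change of 4.39 (standard error 0.48, limma adjusted p = 0.0221). It stayed below an adjusted p of 0.05 in 5 of the 9 fits that each left out 1 mouse. Ntn4 rose by a log2 fold change of 2.83 (standard error 0.35, limma adjusted p = 0.0243) and Snorc by 2.91 (standard error 0.36, limma adjusted p = 0.0243). For each of these 3 genes every parous K8 iΔRank library was above every parous K8 imTmG library. Among Clec2d-low libraries their log2 fold changes were 4.31, 2.95 and 3.41 in the same order (limma adjusted p = 0.0187, 0.0187 and 0.00104).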

To address the molecular mechanisms underlying the distinct behavior of virgin and parous K8^iΔRank^ MECs during pregnancy and lactation, we isolated and performed a transcriptomic analysis in basal and luminal cells from K8^imTmG^ and K8^iΔRank^ age matched virgin and parous MGs (Supplementary Fig. 4a; Supplementary Data 2). 

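Of 11133 genes tested over all 30 libraries, 6197 differed between luminal and basal cells, 3194 higher in luminal and 3003 higher in basal cells (limma adjusted p below 0.05, mean of the 4 luminal groups against the mean of the 4 basal groups). The basal keratin Krt5 (chromosome 15, 101615505 to 101621346) had group means of 955 to 1251 normalized counts in basal cells and of 3.09 to 11.7 in luminal cells, a log2 difference of -7.44 (standard error 0.16, limma adjusted p = 1.33e-24). Krt14 and Acta2 were likewise lower in luminal cells, with log2 differences of -7.15 (standard error 0.17) and -7.19 (standard error 0.16). The luminal keratins Krt8 and Krt18 were higher in luminal cells by 2.27 (standard error 0.15) and 3.55 (standard error 0.21) on the log2 scale. The milk protein gene Csn2 (ENSMUSG00000063157.10, chromosome 5, 87840483 to 87847489, minus strand) was read in 1 of the 3 virgin luminal K8 imTmG libraries, at 0.641 normalized counts, and in 1 of the 3 virgin luminal K8 iΔRank libraries, at 1.26. These values lie below the floor of 3 reads. Parous luminal K8 imTmG libraries held 879 ± 665 normalized counts of Csn2 (SD, n = 5), with a lowest value of 138. In parous luminal K8 iΔRank libraries the values were 694, 46.7, 9.48 and 8.84. Csn2 rose with parity in K8 imTmG cells by 9.12 (standard error 0.67, limma adjusted p = 0.000267) and in K8 iΔRank cells by 5.03 (standard error 1.22, limma adjusted p = 0.0207) on the log2 scale. As the virgin values lie below the floor, the pseudocount sets the size of these rises, and in K8 imTmG cells pseudocounts of 0.5 and 4 gave 9.96 and 7.29. Every parous luminal library was above every virgin luminal library in Csn2. Between parous K8 iΔRank and parous K8 imTmG cells the log2 fold change of Csn2 was -3.93 (standard error 1.17, limma adjusted p = 0.132), and -4.62 (standard error 1.28, limma adjusted p = 0.0821) among Clec2d-low libraries. There its rise with parity in K8 imTmG cells was 9.80 (standard error 0.42). Basal parous libraries also held Csn2 reads, 3.98 to 77.4 normalized counts in K8 imTmG and 4.78 to 66.1 in K8 iΔRank, against at most 0.677 in basal virgin libraries.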

Sample identity was confirmed by heatmap analysis of known luminal and basal markers, while expression of *Csn2* was used to discriminate between virgin and parous stages (Supplementary Fig. 4b).

We first interrogated our gene data set for known MG lineage differentiation gene sets^11,15^. 

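Gene sets were tested with fgsea on all genes ranked by limma's moderated t, and q.values were adjusted by Benjamini-Hochberg over 80 tests of 10 sets in 8 comparisons. A q.value below 0.25 was taken as enriched, the threshold of the paper's GSEA, whose ranking measure its text does not name. The alveolar gene set of gestation (AVD) and the luminal alveolar set (C4-L-Alv) are those of Supplementary Data 3, with 45 and 197 genes in the table. The cell cycle set held 77 S and G2/M genes, the ribosomal protein set 83 genes and the Reactome Translation set 144 genes. Because fgsea permutes genes and not mice, each set was also scored per library as the mean log2(normalized count + 1) of its genes, and the scores were compared by two-sided exact permutation tests. These were adjusted over 40 score tests, and the lowest adjusted p was 0.305. Enrichment was also tested with limma's camera, which allows for correlation between the genes of a set. Under camera no set passed a q.value of 0.25 in a comparison of 2 groups described for it, the lowest being 0.356. Of the 5 genotype by stage interactions tested, 4 passed, with camera q.values of 0.175 for AVD, C4-L-Alv and NF-κB response genes and 0.205 for ribosomal proteins. Interaction q.values, under fgsea and camera alike, were adjusted over these 5 tests alone. They therefore cannot be set against the q.values adjusted over 80 tests, and passing here is not stronger evidence.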

Strikingly, virgin luminal K8^iΔRank^ cells showed a significant enrichment in gene signatures obtained from G14.5 MGs identifying alveolar cells (Fig. 3e, Supplementary Data 3)^11^. This gene set was also upregulated in control parous luminal cells compared with their virgin counterparts (Fig. 3e). 

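In virgin luminal cells the AVD set was enriched in K8 iΔRank against K8 imTmG with an NES of 1.64 (q.value = 0.0151). Of its 45 genes 32 were higher and 13 lower in K8 iΔRank, and the median log2 difference was 0.45. The score of the set was 6.79 ± 0.36 (SD, n = 3) in K8 iΔRank and 6.45 ± 0.35 (SD, n = 3) in K8 imTmG libraries. At this difference of 0.34 the genotypes overlapped (exact permutation test, p = 0.3, with 0.1 the smallest p that 3 mice against 3 allow). Of the alternatives that give an NES, array quality weights moved it most, to 1.12 (q.value = 0.402), and camera, which gives none, had a q.value of 0.747. All K8 imTmG libraries here were Clec2d-low and all K8 iΔRank libraries Clec2d-high, so genotype and split cannot be told apart. Within parous K8 imTmG luminal cells the AVD set had an NES of -1.47 (q.value = 0.0698) in the 2 Clec2d-high against the 3 Clec2d-low libraries, and within parous K8 iΔRank basal cells one of 1.52 (q.value = 0.0483), 2 against 2.

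**Figure D2:**
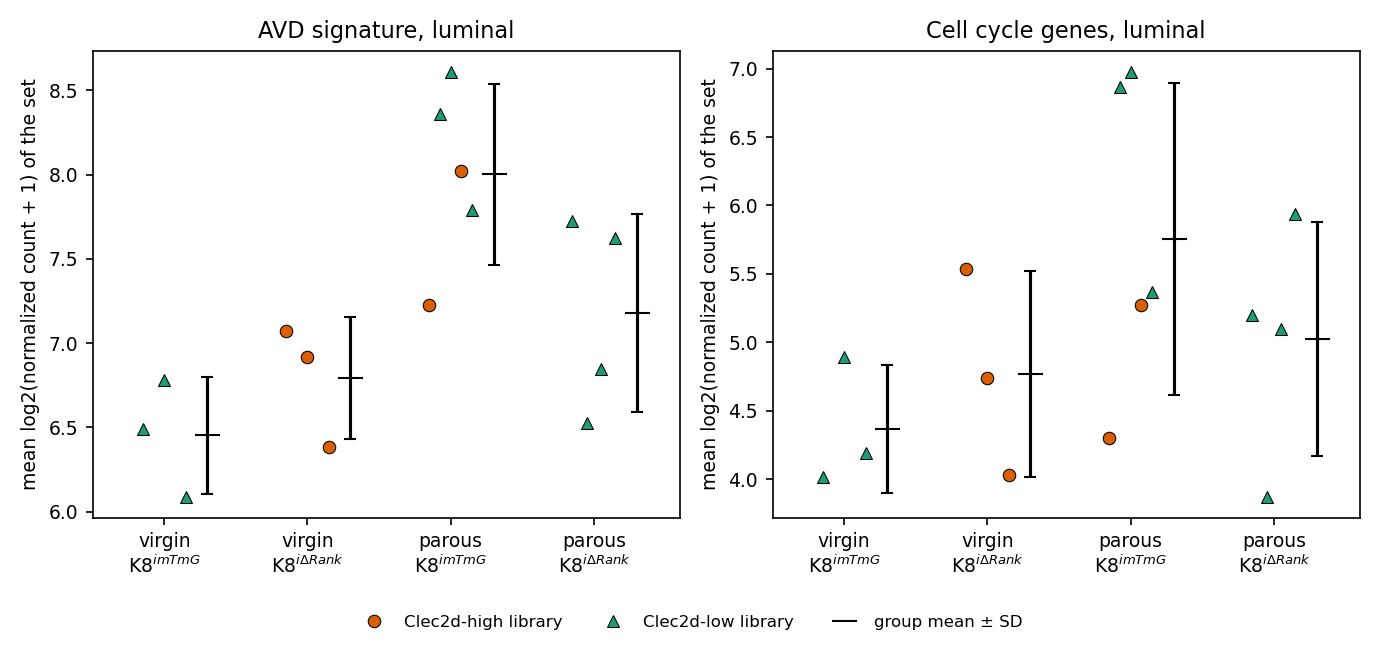
Scores of the AVD signature (left) and of the cell cycle genes (right), as the mean log2(normalized count + 1) of the set's genes in each luminal library, by stage and genotype, with the group mean ± SD. Circles are Clec2d-high and triangles Clec2d-low libraries; AVD scores of parous K8 imTmG libraries lie between 7.23 and 8.61, above all virgin K8 imTmG libraries, which reach 6.78.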

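Comparing parous with virgin K8 imTmG luminal cells, the NES of the AVD set was 3.07 (q.value = 5.21e-15), and 43 of its 45 genes were higher after parity. The median log2 difference was 1.05. Its score rose from 6.45 to 8.00 ± 0.54 (SD, n = 5), a difference of 1.55 that reached the smallest p 5 mice against 3 allow (exact permutation test, p = 0.0357). When Clec2d-low libraries alone were compared, 3 against 3, the NES was 2.83 (q.value = 1.25e-15). Under camera the q.value was 0.406. The caseins Csn1s1 and Csn1s2a had the lowest p-values of this comparison. Csn1s1 (chromosome 5, 87814067 to 87830437) rose by 8.18 (standard error 0.25, limma adjusted p = 1.02e-07) and Csn1s2a by 8.92 (standard error 0.50, limma adjusted p = 2.42e-05) on the log2 scale, and both remained below 0.05 in all 8 fits that each left out 1 mouse. Among Clec2d-low libraries the rises were 8.32 and 9.44. Csn1s2a had 0 reads in all 3 virgin K8 imTmG libraries, so the pseudocount sets the size of its rise, 9.92 at 0.5 and 6.93 at 4.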

The aberrant expression of these alveolar genes was confirmed by qPCR on sorted virgin luminal cells from K8^iΔRank^ MGs (Fig. 3f). These data suggest that loss of Rank signaling in virgin luminal cells induce an alveolar-like differentiation status, reminiscent of pregnancy. 

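Among the lactation genes measured by qPCR in Fig. 3f, Csn3 (chromosome 5, 88073438 to 88080524) was the only one to differ in the sequenced virgin luminal libraries at an adjusted p below 0.05. Its normalized count was 1822 ± 601 (SD, n = 3) in K8 iΔRank and 431 ± 217 (SD, n = 3) in K8 imTmG, a log2 fold change of 2.15 (standard error 0.37, limma adjusted p = 0.0349). In 5 of the 6 fits that each left out 1 mouse it no longer passed. Lalba had a log2 fold change of 2.66 (standard error 0.66, limma adjusted p = 0.0692), Irx1 of 1.14 (standard error 0.26, limma adjusted p = 0.0645) and Btn1a1 of 0.78 (standard error 0.48, limma adjusted p = 0.369). Csn2 was too low in virgin cells for a comparison. From the AVD enrichment in virgin K8 iΔRank cells, its rise with parity in K8 imTmG cells and the qPCR, the paper proposes that loss of Rank signaling gives virgin luminal cells an alveolar-like state.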

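In parous luminal cells the NES of the AVD set was -2.69 (q.value = 1.22e-09) for K8 iΔRank against K8 imTmG, and 43 of its 45 genes were lower in K8 iΔRank. The median log2 difference was -0.60. The score was 7.18 ± 0.59 (SD, n = 4) in parous K8 iΔRank libraries. It lay 0.82 below the parous K8 imTmG score, with overlap between the genotypes (exact permutation test, p = 0.0794). Length of lactation also differed between these parous mice, so the difference cannot be assigned to genotype alone. Among Clec2d-low libraries, 4 against 3, the NES was -2.95 (q.value = 5.19e-13) and the score fell by 1.07, with each K8 iΔRank library below each K8 imTmG library (exact permutation test, p = 0.0571, the smallest p this design allows). Parous against virgin K8 iΔRank luminal cells gave an NES of 1.04 (q.value = 0.460), with 25 genes higher and 20 lower. This comparison set 4 Clec2d-low against 3 Clec2d-high libraries, so stage and split cannot be told apart. Ranking by log2 fold change in place of moderated t raised its NES to 1.99 (q.value = 0.000372). The genotype by stage interaction had an NES of -2.56 (q.value = 7.18e-09), which includes the virgin comparison, where genotype and split cannot be told apart.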

Interestingly, the alveolar gene signature is downregulated in the luminal parous population from K8^iΔRank^ mice compared to their control counterparts (parous K8^mTmG^), although no differences were observed when compared to the virgin K8^iΔRank^ luminal cells (Supplementary Fig. 4c).

Then, we aimed at understanding the consequences of parity in K8^iΔRank^ luminal cells and corresponding controls. 

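The cell cycle set had an NES of 3.02 (q.value = 1.70e-16) in parous against virgin K8 imTmG luminal cells, and 69 of its 77 genes were higher after parity. Its median log2 difference was 1.42. The score was 4.37 ± 0.46 (SD, n = 3) in virgin and 5.76 ± 1.14 (SD, n = 5) in parous K8 imTmG libraries (exact permutation test, p = 0.0714). Among Clec2d-low libraries the NES was 3.30 (q.value = 1.72e-28) and the score difference 2.04. In K8 iΔRank cells parity gave an NES of 1.12 (q.value = 0.358), with a score of 4.77 ± 0.75 (SD, n = 3) in virgin and 5.03 ± 0.86 (SD, n = 4) in parous libraries. This second comparison is confounded with the split. With log2 fold change as the ranking its NES was 1.77 (q.value = 0.00176). Camera gave a q.value of 0.735 for the rise in K8 imTmG cells. Mki67, which encodes Ki67, had a log2 fold change of 1.38 (standard error 1.35, limma adjusted p = 0.579) with parity in K8 imTmG cells, and of 3.10 (standard error 1.00, limma adjusted p = 0.0771) among Clec2d-low libraries.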

Enrichment of gene sets related to cell cycle/proliferation was observed upon parity in control but not in K8^iΔRank^ MECs (Supplementary Fig. 4d; Supplementary Data 4). Indeed, a reduction in cell cycle/proliferation gene sets was seen in Rank-depleted parous compared to control counterparts confirming our previous data (Fig. 3d, Supplementary Fig. 4d). 

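For parous K8 iΔRank against parous K8 imTmG luminal cells the NES of the cell cycle set was -2.69 (q.value = 6.12e-11), with 68 of 77 genes lower in K8 iΔRank and a median log2 difference of -0.75. The score difference was -0.73, with overlap between the genotypes (exact permutation test, p = 0.286). The NES among Clec2d-low libraries was -3.32 (q.value = 1.24e-21) and 76 of 77 genes were lower. The score fell by 1.37 there, with overlap between the genotypes (exact permutation test, p = 0.114, with 0.0571 the smallest possible). Between Clec2d-high and Clec2d-low libraries of one condition the NES was -2.77 in parous K8 imTmG luminal and 1.42 in parous K8 iΔRank basal cells, with opposite signs. Under camera the q.value of the genotype difference was 0.75. Mki67 had a log2 fold change of -0.48 (standard error 1.38, limma adjusted p = 0.872) that ranged from -1.35 to 0.52 when each mouse was left out in turn. Among Clec2d-low libraries it was -2.20 (standard error 1.20, limma adjusted p = 0.267).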

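The Reactome Translation set had an NES of 2.53 (q.value = 1.02e-12) in virgin K8 iΔRank against virgin K8 imTmG luminal cells, and 100 of its 144 genes were higher in K8 iΔRank. Its score was 9.47 ± 0.14 (SD, n = 3) in K8 iΔRank and 8.98 ± 0.16 (SD, n = 3) in K8 imTmG libraries, without overlap (exact permutation test, p = 0.1, the smallest p 3 mice against 3 allow). Under camera the q.value was 0.579. The same set was higher in Clec2d-high than in Clec2d-low libraries of one condition, with an NES of 3.04 (q.value = 3.17e-27) within parous K8 imTmG luminal and of 2.71 (q.value = 2.88e-18) within parous K8 iΔRank basal cells. Virgin K8 iΔRank and virgin K8 imTmG luminal libraries lie on different sides of that split, and the genotype cannot be separated from it.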

Examination of the top pathways found by GSEA throughout our experimental settings revealed multiple gene sets related to protein translation: in the virgin MGs, loss of luminal Rank signaling results in an enrichment of protein synthesis pathways (Fig. 3g; Supplementary Data 4), in line with their aberrant secretory alveolar differentiation (Fig. 3e). Strikingly, a strong downregulation of these same protein synthesis pathways was found in the parous luminal Rank-depleted context relative to the parous control and virgin Rank-depleted counterparts (Fig. 3g). 

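In parous luminal cells the Translation set had an NES of -2.79 (q.value = 1.27e-15) for K8 iΔRank against K8 imTmG, with 112 of 144 genes lower in K8 iΔRank and a median log2 difference of -0.38. Its score was 8.86 ± 0.12 (SD, n = 4) in K8 iΔRank and 9.27 ± 0.43 (SD, n = 5) in K8 imTmG libraries (exact permutation test, p = 0.0635). When Clec2d-low libraries alone were compared, the median difference was -0.07 and the score fell by 0.10 (exact permutation test, p = 0.229), while the NES was -1.68 (q.value = 0.000634). Against virgin K8 iΔRank cells the NES was -2.91 (q.value = 1.39e-21), in a comparison of 4 Clec2d-low with 3 Clec2d-high libraries. Parity in K8 imTmG cells gave an NES of 1.59 (q.value = 0.00536) over all libraries and of -0.817 (q.value = 0.944) among Clec2d-low libraries. Camera gave q.values of 0.735 against parous K8 imTmG and 0.484 against virgin K8 iΔRank cells.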

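The 83 ribosomal protein genes had an NES of 3.06 (q.value = 3.54e-20) for K8 iΔRank against K8 imTmG in virgin luminal cells and of -3.11 (q.value = 8.98e-18) in parous luminal cells. The interaction of genotype and stage had an NES of -3.28 (q.value = 1.07e-21). In virgin cells 72 genes were higher and 11 lower in K8 iΔRank, with a median log2 difference of 0.86, and in parous cells 2 were higher and 81 lower, with a median of -0.59. The set score was 11.1 ± 0.23 (SD, n = 3) in virgin K8 iΔRank, 10.3 ± 0.16 (SD, n = 3) in virgin K8 imTmG, 10.2 ± 0.17 (SD, n = 4) in parous K8 iΔRank and 10.8 ± 0.71 (SD, n = 5) in parous K8 imTmG libraries. The virgin difference of 0.77 reached the smallest p its design allows (exact permutation test, p = 0.1), and the parous difference was -0.61 (exact permutation test, p = 0.111). Within parous K8 imTmG cells the mean score was 11.6 in the 2 Clec2d-high and 10.3 in the 3 Clec2d-low libraries. Compared among Clec2d-low libraries, parous K8 iΔRank and K8 imTmG cells differed by -0.10 in score (exact permutation test, p = 0.4) and by a median of -0.07 per gene, and the NES was -1.79 (q.value = 0.0022). Camera gave q.values of 0.484 in virgin and 0.747 in parous cells.

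**Figure D3:**
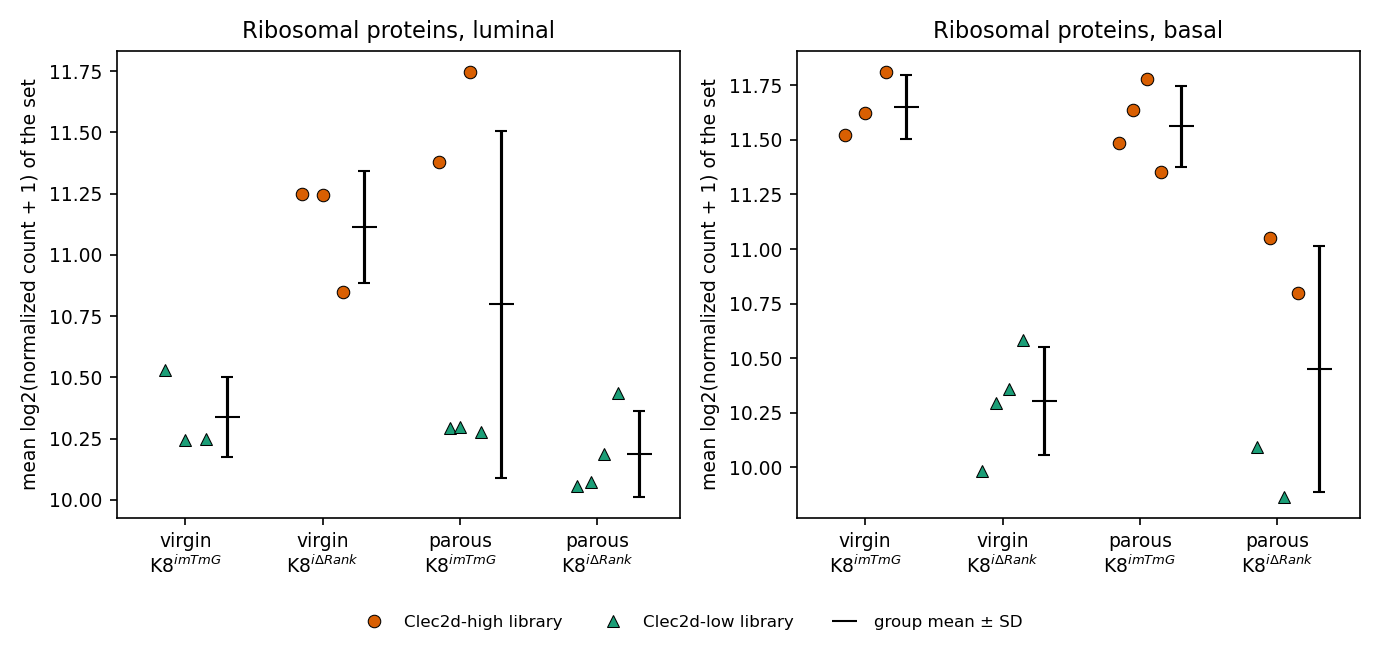
Scores of the 83 ribosomal protein genes, as the mean log2(normalized count + 1) in each luminal (left) and basal (right) library, by stage and genotype, with the group mean ± SD. Circles are Clec2d-high and triangles Clec2d-low libraries; luminal Clec2d-high libraries lie between 10.9 and 11.7 and luminal Clec2d-low libraries between 10.1 and 10.5.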

As an example, the ribosome gene set showed a mirror image between the virgin and parous context in K8^iΔRank^ luminal cells (Supplementary Fig. 4e). We thus analysed whether protein translation was affected in K8^iΔRank^ luminal cells using an in vitro assay based on puromycin (fluorescently labelled, named OPP) incorporation into nascent proteins. OPP incorporation was significantly increased in virgin K8^iΔRank^ luminal cells compared to virgin controls (Fig. 3h), indicating enhanced protein synthesis. In contrast, luminal Rank deletion resulted in a reduction in protein synthesis in parous MGs (Fig. 3h), confirming the transcriptomic observations.

Overall, these findings suggest that luminal Rank deletion leads to an aberrant alveolar-like differentiation with a high translational status in the virgin stage. Therefore, we propose that the aberrant differentiation in Rank-deficient luminal cells hampers the development of functional alveoli during the first pregnancy. During the subsequent pregnancies, the presence of these dysfunctional cells with impaired translation triggers the rescue by Rank-expressing cells to restore lactation.

### Loss of luminal Rank results in parity-induced basal bipotency through enhanced NF-κB activation

Luminal cells have been demonstrated to restrain basal cell bipotency^16^. Indeed, the bipotency of embryonic basal cells can be awakened in adult mice when there is a disruption in luminal-basal cell communication, as demonstrated by transplantation assays or luminal cell ablation^16–20^. Our findings suggest that the loss of luminal Rank has a detrimental effect on the fitness of parous luminal cells that might trigger bipotency of the Rank+ basal cells to restore lactation.

To investigate this hypothesis we subjected K5^ΔRank^ females, in which Rank is deleted in both basal and luminal cells (Supplementary Fig. 1h, i), to different rounds of pregnancy. Lactation was not restored in successive pregnancies (Supplementary Fig. 5a), despite the presence of 10% of unrecombined luminal cells (Supplementary Fig. 1i), indicating that GFP− Rank+ luminal cells observed at P2 and P3 in K8^iΔRank^ MGs are derived from the basal epithelium rather than the few unrecombined luminal cells (Fig. 1j and Supplementary Fig. 1i). Furthermore, the lack of lactation rescue in the K5^ΔRank^ MGs raises the possibility that basal Rank signaling might be involved in basal to luminal conversion in the K8^ΔiRank^ context.

Aiming to understand putative changes in parous basal cells which may favor basal to luminal transition in the luminal Rank loss scenario, we interrogated our transcriptomic data of paired virgin and parous basal cells (with intact Rank) sorted from K8^iΔRank^ and control MGs (Supplementary Figs. 4a, b, Supplementary Data 2 and 4). 

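The 15 basal libraries were processed with the luminal ones. In virgin basal cells 954 of 10616 genes differed between K8 iΔRank and K8 imTmG mice, 453 higher and 501 lower in K8 iΔRank (limma adjusted p below 0.05). All 3 K8 imTmG libraries were Clec2d-high and all 4 K8 iΔRank libraries Clec2d-low, so genotype and split cannot be told apart. Clec2d itself had a log2 fold change of -5.12 (standard error 0.46, limma adjusted p = 0.00205). In parous basal cells 96 of 10592 genes differed, 33 higher and 63 lower in K8 iΔRank. The count moved from 0 to 1050 genes when each mouse was left out in turn, and DESeq2 on the recovered reads gave 654 genes. Among Clec2d-high libraries, 2 against 4, 0 genes passed the adjusted threshold and 905 had an unadjusted p below 0.05. Slc12a2 (chromosome 18, 58011164 to 58080812) was higher in parous K8 iΔRank than in parous K8 imTmG basal cells by 2.15 (standard error 0.29, limma adjusted p = 0.0160) on the log2 scale. The luminal tight junction gene Cldn4 (chromosome 5, 134973973 to 134975788) had 25.5 to 34.3 normalized counts in the 4 parous K8 iΔRank and 3.98 to 8.02 in the 4 parous K8 imTmG basal libraries, a log2 fold change of 2.07 (standard error 0.34, limma adjusted p = 0.0350). The floor of 3 reads lay at 3.41 to 11.9 normalized counts in those K8 imTmG libraries, so the pseudocount affects the size of this difference. Krt18 differed by 1.22 (standard error 0.28, limma adjusted p = 0.0538). Slc12a2, Cldn4 and Krt18 were each below an adjusted p of 0.05 in 2 of the 8 fits that each left out 1 mouse. Against virgin K8 iΔRank basal cells the log2 fold changes of Cldn4 and Krt18 were 0.67 and -0.16 (limma adjusted p = 0.582 and 0.894), and 0.58 and 0.07 among Clec2d-low libraries, and with parity in K8 imTmG cells they were -2.22 and -0.92 (limma adjusted p = 0.377 and 0.494). Between parous K8 iΔRank and K8 imTmG Clec2d-high libraries the log2 fold changes of Slc12a2, Cldn4 and Krt18 were 1.98, 2.17 and 0.99 (limma adjusted p = 0.270, 0.330 and 0.434). Between parous and virgin basal cells 0 genes passed in K8 imTmG and 0 in K8 iΔRank, with 969 and 1036 genes at an unadjusted p below 0.05. DESeq2 on the recovered reads gave 57 and 78 genes in these 2 comparisons.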

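The C4-L-Alv set had an NES of 1.86 (q.value = 9.51e-06) in parous K8 iΔRank against parous K8 imTmG basal cells and of 2.38 (q.value = 8.17e-12) against virgin K8 iΔRank basal cells. In the other comparisons it was negative, -1.42 (q.value = 0.0151) for virgin K8 iΔRank against virgin K8 imTmG and -1.72 (q.value = 7.79e-05) for parous against virgin K8 imTmG cells. Of its 197 genes 134 were higher in parous K8 iΔRank than in parous K8 imTmG cells and 138 were higher than in virgin K8 iΔRank cells. The set score was 5.85 ± 0.08 (SD, n = 4) in parous K8 iΔRank, 5.53 ± 0.22 (SD, n = 4) in parous K8 imTmG, 5.45 ± 0.04 (SD, n = 4) in virgin K8 iΔRank and 5.62 ± 0.37 (SD, n = 3) in virgin K8 imTmG basal cells. Against virgin K8 iΔRank cells the difference was 0.40, without overlap between the libraries (exact permutation test, p = 0.0286, the smallest p 4 mice against 4 allow). Against parous K8 imTmG cells it was 0.32, with overlap (exact permutation test, p = 0.0571). Parous mice of the genotypes also differed in length of lactation, which this comparison cannot separate from genotype. Among Clec2d-high libraries, 2 parous K8 iΔRank against 4 parous K8 imTmG, the NES was 2.18 (q.value = 1.63e-10). Among Clec2d-low libraries, 2 parous against 4 virgin K8 iΔRank, it was 2.17 (q.value = 1.11e-09). Camera gave q.values of 0.735 and 0.361 for the 2 positive comparisons. The genotype by stage interaction had an NES of 2.36 (q.value = 1.11e-12) and includes the virgin comparison, where genotype and split cannot be told apart.

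**Figure D4:**
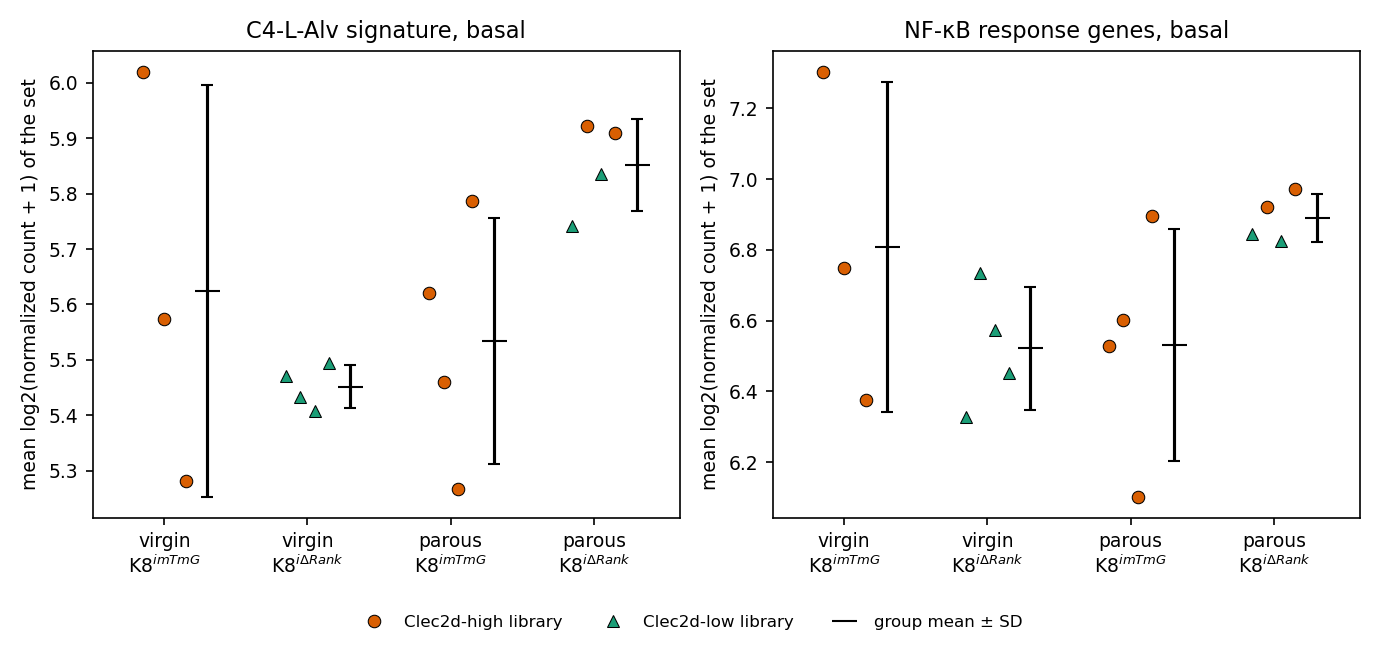
Scores of the C4-L-Alv signature (left) and of NF-κB response genes (right), as the mean log2(normalized count + 1) of the set's genes in each basal library, by stage and genotype, with the group mean ± SD. Circles are Clec2d-high and triangles Clec2d-low libraries; in C4-L-Alv parous K8 iΔRank libraries lie between 5.74 and 5.92 and virgin K8 iΔRank libraries between 5.41 and 5.50.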

Comparison with lineage specific gene signatures derived from the integration of five scRNA-seq datasets^21^ (Supplementary Data 3) revealed strong enrichment of a luminal alveolar signature in basal parous cells from K8^iΔRank^ mice compared to their virgin counterparts and parous controls K8^imTmG^, but not in the other two comparisons (Fig. 4a, Supplementary Fig. 5b). These results indicate that parity upholds basal cell differentiation towards a luminal alveolar lineage in K8^iΔRank^ MGs. 

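The mean log2(normalized count + 1) of 100 further genes high in luminal cells and outside the gene sets was 3.91 ± 0.29 (SD, n = 4) in parous K8 iΔRank, 3.05 ± 0.34 (SD, n = 4) in parous K8 imTmG, 3.85 ± 0.36 (SD, n = 4) in virgin K8 iΔRank and 3.97 ± 0.88 (SD, n = 3) in virgin K8 imTmG basal cells. Parous K8 iΔRank exceeded parous K8 imTmG cells by 0.86 (exact permutation test, p = 0.0286), and differed from virgin K8 iΔRank cells by 0.06 (exact permutation test, p = 0.971), or by -0.04 among Clec2d-low libraries. Among Clec2d-high libraries the difference from parous K8 imTmG cells was 0.96 (exact permutation test, p = 0.133, the smallest p 2 libraries against 4 allow). From the enrichment of the luminal alveolar signature in parous K8 iΔRank basal cells, the paper concludes that parity upholds differentiation of basal cells towards a luminal alveolar lineage in K8 iΔRank MGs. Its Discussion adds the inability of Rank-deficient basal cells to recover lactation and names the basal lineage as a putative source of Rank+ luminal cells.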

To identify the signaling pathways involved in basal to luminal differentiation in parous glands, we analysed pathways previously demonstrated to be involved in basal bipotency^16^. NF-κB pathway was the only pathway upregulated in parous basal cells from K8^iΔRank^ MGs (in which bipotency is observed) compared to the virgins and parous control counterparts (Fig. 4b). 

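A set of 162 NF-κB response genes, written from known targets and not the list used in the paper, had an NES of 2.10 (q.value = 5.29e-08) in parous K8 iΔRank against parous K8 imTmG basal cells and of 2.56 (q.value = 1.58e-13) against virgin K8 iΔRank basal cells. It was negative for virgin K8 iΔRank against virgin K8 imTmG cells (NES -1.80, q.value = 9.82e-05) and for parity in K8 imTmG cells (NES -2.35, q.value = 4.21e-12). The score was 6.89 ± 0.07 (SD, n = 4) in parous K8 iΔRank, 6.53 ± 0.33 (SD, n = 4) in parous K8 imTmG and 6.52 ± 0.17 (SD, n = 4) in virgin K8 iΔRank libraries. Every parous K8 iΔRank library was above every virgin K8 iΔRank library (exact permutation test, p = 0.0286), whereas parous K8 imTmG libraries overlapped with parous K8 iΔRank (exact permutation test, p = 0.0857). Within one side of the split the NES was 2.40 (q.value = 2.91e-12) against parous K8 imTmG and 2.23 (q.value = 5.83e-10) against virgin K8 iΔRank cells. Camera gave q.values of 0.747 and 0.356. Of the other pathways tested, Reactome Signaling by NOTCH had an NES of 1.34 (q.value = 0.109) in parous K8 iΔRank against parous K8 imTmG cells and of -0.899 (q.value = 0.697) against virgin K8 iΔRank cells. Its score was higher in every parous K8 iΔRank than in every parous K8 imTmG library, by 0.15 on average (exact permutation test, p = 0.0286), and differed by 0.01 from virgin K8 iΔRank cells (exact permutation test, p = 0.686). The NES of Signaling by Wnt was -1.19 (q.value = 0.166) and -1.03 (q.value = 0.479), and that of Signaling by ERBB2 was -0.819 (q.value = 0.917) and 0.779 (q.value = 0.938). Among Clec2d-high libraries of parous K8 iΔRank and K8 imTmG cells the NES was 1.36 (q.value = 0.0877) for NOTCH, -1.35 (q.value = 0.0372) for Wnt and -1.09 (q.value = 0.374) for ERBB2. Parous against virgin K8 iΔRank Clec2d-low libraries gave 1.02 (q.value = 0.491), 0.952 (q.value = 0.653) and -0.807 (q.value = 0.932) in the same order. Of the 4 pathways, NF-κB response genes were the only set with q.values below 0.25 and positive NES in both comparisons under fgsea. That set shares 28 genes with C4-L-Alv, so the 2 results are not independent. It also shares 43 with a list of 51 immediate early genes. Scores of that list were likewise higher in parous (8.44 to 8.86) than in virgin K8 iΔRank basal libraries (8.17 to 8.41), and overlapped with parous K8 imTmG (7.62 to 8.89).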

As expected, basal cells isolated from control MGs gave rise to both luminal (K8+) and basal (K5+) compartments in organoid cultures. However, in the presence of NF-κB inhibitors, smaller organoids and a reduction in K8 expression were observed (Supplementary Fig. 5c), indicating that activation of NF-κB signaling pathway is critical for basal to luminal transition.

**Fig. 4:**
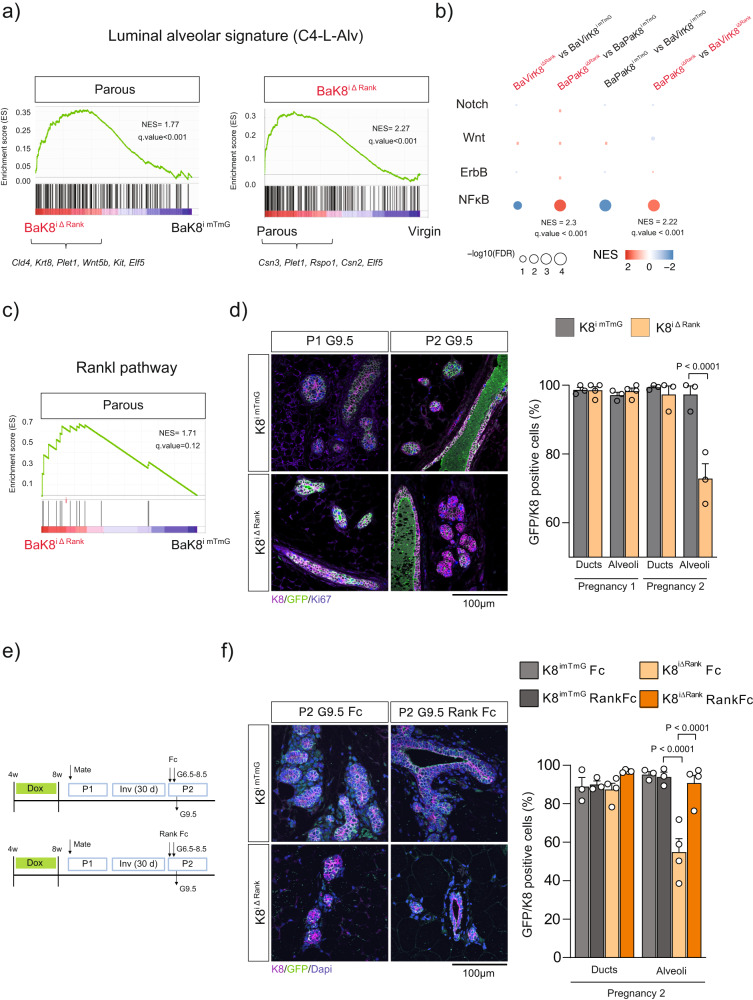
Rank deletion in luminal cells leads to parity-induced basal bipotency in developing alveoli through Rank pathway activation in basal parous cells. **a** GSEA profile of luminal alveolar identity gene set (C4-L-Alv) between virgin and parous Rank+ basal (Ba) cells of the indicated genotypes. **b** Bubble plot representation showing selected GSEA related to signaling pathways involved in basal bipotency in basal cells in the different biological settings indicated. **c** GSEA profile of Rankl pathway between Rank+ parous basal (Ba) cells of the indicated genotypes. **d** IF analysis of K8 (magenta), GFP (green) and Ki67 (blue) at P1 and P2 G9.5 from K8^imTmG^ and K8^iΔRank^ MGs. Quantification of recombination (K8+/GFP+) in ducts (*p* > 0.99) and alveoli (*p* > 0.99) at G9.5 from P1 (*n* = 3 K8^imTmG^; *n* = 4 K8^iΔRank^); and P2 ducts (*p* = 0.92) and alveoli (*p* < 0.0001) (*n* = 3). **e** Experimental protocol used to inhibit Rank signaling in basal cells of K8^iΔRank^ mice at early P2. During P2 , both control and K8^iΔRank^ mice were treated intraperitoneally with Rank-Fc and control Fc at G6.5 and G8.5, and sacrificed at G9.5. **f** IF analysis of K8 (magenta), GFP (green), and Dapi (blue) at P2 G9.5 from K8^imTmG^ and K8^iΔRank^ mice treated with Fc and Rank-Fc. Quantification of recombination (K8 + /GFP + ) in ducts (*p* > 0.99) and alveoli (*p* < 0.0001) at G9.5 P2 (*n* = 3 K8^imTmG^; *n* = 4 K8^iΔRank^) after Fc treatment and ducts (*p* > 0.83) and alveoli (*p* > 0.99) at G9.5 P2 after Rank Fc treatment (*n* = 3 K8^imTmG^; *n* = 4 K8^iΔRank^). Data are represented as mean +/− SEM. Scale bars and significant *P* values are indicated in the graphs. *P*-values were calculated by ANOVA with Tukey’s multiple comparisons (**d**, **f**). Staining was quantified in 5 independent images from two tissue sections collected 100 µm apart (**d**, **f**). Source data are provided as a Source Data file. ns not significant.

### Inhibition of Rank signaling impairs basal bipotency in the developing alveoli of parous glands

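A set of 26 components of Rankl-Rank signaling, written from the known pathway and not the list used in the paper, had an NES of 1.20 (q.value = 0.322) in parous K8 iΔRank against parous K8 imTmG basal cells, with 14 genes higher and 12 lower. The NES was 1.13 (q.value = 0.390) against virgin K8 iΔRank basal cells, and 1.12 (q.value = 0.396) among Clec2d-low libraries. The score was 6.02 ± 0.13 (SD, n = 4) in parous K8 iΔRank and 5.84 ± 0.14 (SD, n = 4) in parous K8 imTmG libraries. In this score the genotypes overlapped (exact permutation test, p = 0.143). Quantile normalization gave an NES of 1.29 (q.value = 0.195) and ranking by DESeq2's Wald statistic one of 1.28 (q.value = 0.219). Among Clec2d-high libraries it was 0.858 (q.value = 0.733). Tnfrsf11a had a log2 fold change of 0.22 (standard error 0.21, limma adjusted p = 0.546) in parous K8 iΔRank basal cells, and of 0.18 (standard error 0.27) among Clec2d-high libraries. Tnfsf11, which encodes Rankl, was read at 10.6 to 148 normalized counts in virgin K8 iΔRank luminal libraries and at 0 to 30.9 in virgin K8 imTmG luminal libraries, a log2 fold change of 2.46 (standard error 1.22, limma adjusted p = 0.268). Genotype and split cannot be told apart there. In parous luminal cells it was 0.72 (standard error 1.29, limma adjusted p = 0.777). Among Clec2d-low parous luminal libraries it was -0.32 (standard error 1.34, limma adjusted p = 0.903).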

NF-κB is the main downstream mediator of Rank signaling and our transcriptomic analysis revealed that Rankl signaling increases in basal parous cells of K8^iΔRank^ mice (Fig. 4c; FDR < 0.15). We reasoned that luminal Rank depletion increases the availability of Rankl (produced by hormone-sensing luminal cells) for Rank+ basal cells in K8^iΔRank^ mice, enhancing basal Rank pathway activation, which may contribute to awake basal bipotency during the second pregnancy. To determine the onset of Rank+ luminal cells appearance and pinpoint the underlying molecular mechanism, we compared P1 and P2 MGs at the initiation of alveologenesis, gestation day 9.5 (G9.5) (Supplementary Fig. 5d). Full luminal recombination was found in ducts and alveoli from control and K8^iΔRank^ luminal cells at P1 G9.5 (Fig. 4d) and higher levels of proliferation were observed in the alveoli compared to the ducts irrespectively of luminal Rank expression in P1 (Supplementary Fig. 5e). However, at P2 G9.5, GFP dilution occurred exclusively in the developing alveoli and not in the ducts from K8^iΔRank^ MGs (Fig. 4d), despite impaired proliferation in K8^iΔRank^ ducts and alveoli (Supplementary Fig. 5e). The Rank+ luminal population (GFP−) that emerges at K8^iΔRank^ MGs at P2 showed proliferation levels comparable to control luminal cells, explaining the progressive dilution of the less proliferative luminal Rank-depleted cells (GFP+/Ki67+ at P2) (Supplementary Fig. 5f) during successive pregnancies. Rank deletion did not promote apoptosis (determined by cleaved caspase 3 staining) in MGs, neither at P1 nor P2 in G9.5 (Supplementary Fig. 5g), ruling out that the replacement of Rank-deficient luminal cells is driven by luminal cell death.

At this early gestation stage, we confirmed the presence of Rankl in luminal cells from both genotypes, with higher levels observed in K8^iΔRank^ mice (Supplementary Fig. 5h), denoting a possible contribution of luminal Rankl in the activation of basal bipotency. To address this point, we inhibited pharmacologically Rankl (by injecting Rank-Fc and the corresponding Fc control) in K8^iΔRank^ and K8^imTmG^ mice during early P2 (G6.5 and G8.5) (Fig. 4e). Rankl inhibition restricted the basal to luminal conversion within alveoli, denoted by a recovery of the frequency of luminal GFP+ cells in Rank-Fc-treated mice, similar to the levels seen in K8^imTmG^ alveoli (Fig. 4f). These results support that the activation of basal Rank signaling is required for basal to luminal transition at P2. In consequence, we propose that loss of luminal Rank in the parous MGs enhances Rank/NF-κB signaling in the basal population and prompts basal bipotency in the “unfit” alveoli to restore lactation (Fig. 5).

**Fig. 5:**
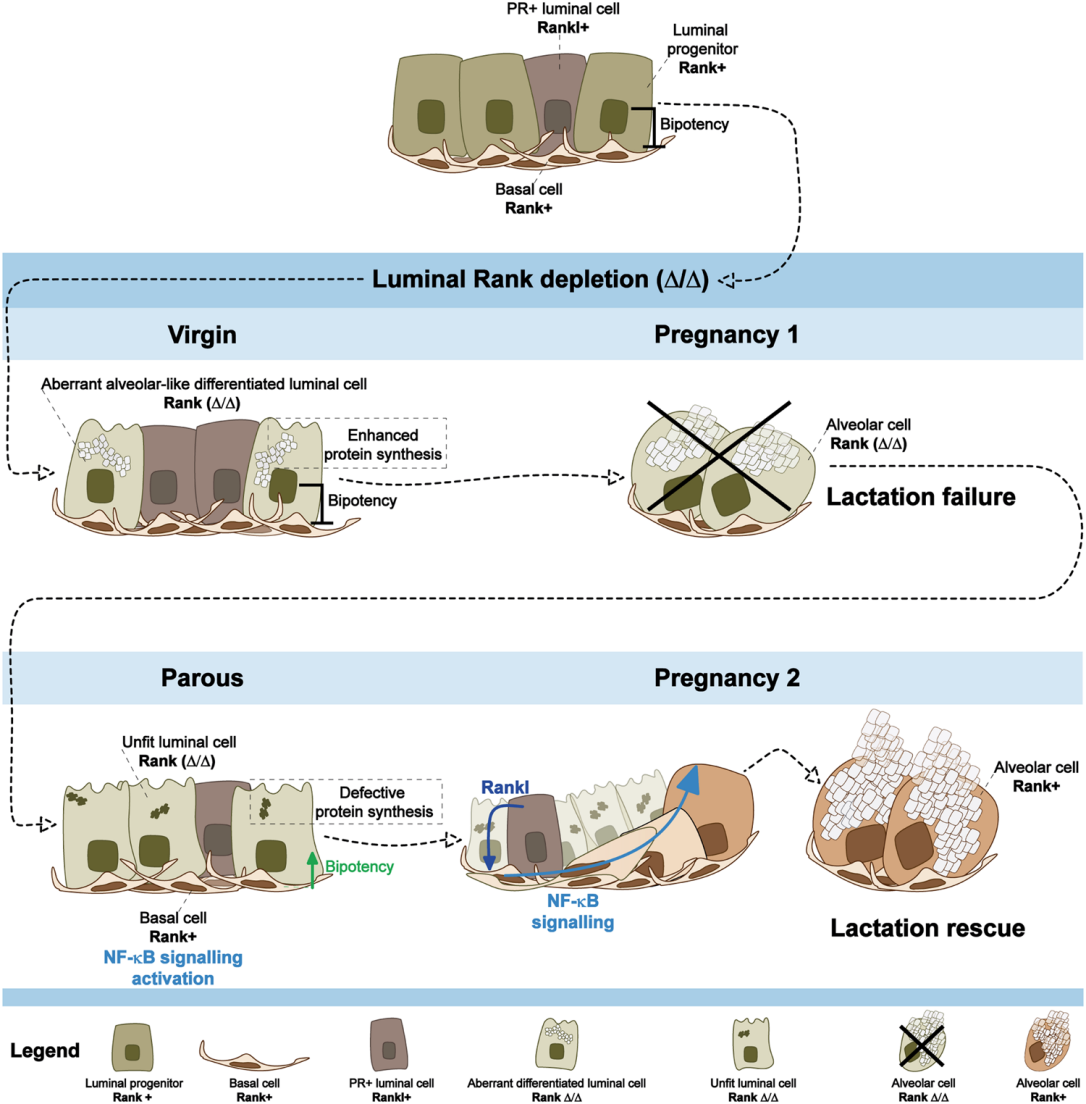
Proposed model detailing the phenotype of luminal Rank depleted mice and the underlying molecular mechanisms. In virgin MGs, luminal Rank loss promotes an aberrant alveolar differentiation with enhanced protein synthesis and expansion of the hormone-sensing cells (PR+) that produce Rankl and lead to lactation failure. Rank-deleted parous luminal cells show a reduction in protein synthesis ability. Upon the following pregnancy, these unfit luminal cells lacking Rank cannot cope with the high translational demands required for lactation. This, together with the increased availability of Rankl for basal cells during early pregnancy, enhances Rank/NF-κB signaling in the basal cell population and activates basal bipotency in developing alveoli. Basal to luminal differentiation results in the replacement of Rank-depleted with Rank-proficient luminal cells in the alveoli to restore lactation.

## Discussion

MG terminal differentiation is accomplished through a series of complex steps involving tissue remodeling, expansion of the epithelial ductal tree, and differentiation into alveolar structures culminating in milk production. It has been demonstrated that parity permanently changes MG physiology; epigenomic, transcriptional, and metabolic changes have been found in the mammary epithelium, and more recently, changes in the stromal environment have been also documented^13,22^.

Rank signaling has been demonstrated to be a key player in MG development^2,6^, however, its precise function in the different MG epithelial lineages has not been accurately addressed, as previously characterized Rank mouse models were either constitutive knockouts or transgenic lines expressing Rank under the MMTV promoter^2,10^. We have therefore explored the putative role of Rank in basal and luminal cells during fat pad invasion, pregnancy, and lactation, as well as in the tissue renewal potential over successive pregnancies. Consistent with previous data on pubertal MG^2,6^, Rank deletion in either basal or luminal MECs did not affect fat pad invasion, nor did it induce major histological changes. However, loss of luminal Rank signaling led to a reduction in the luminal progenitor population in favor of hormone-sensing cells in the virgin MG, accompanied by the inability of Rank-depleted luminal cells to respond to progesterone and prolactin mitogenic cues.

The critical role of Rank in progesterone signaling has been extensively demonstrated during pregnancy^4–6,10^ and in the development and progression of progesterone-driven mammary cancer^3,23^. Surprisingly, transcriptomic analysis of Rank-deleted luminal cells revealed a precocious differentiation towards an alveolar progenitor-like identity, with aberrant expression of some lactation genes generally expressed in pregnancy, in the absence of changes in pregnancy-related hormones. Together, these results demonstrate that Rank signaling, in the virgin MG, represses a transcriptional program controlling early mammary alveolar differentiation while promoting progesterone-driven proliferation during the oestrous cycle. Our data uncovers a role for luminal Rank signaling in MG homeostasis independent of progesterone-induced mitogenesis.

We then asked whether the impaired lactation phenotype previously described for constitutive epithelial Rank loss^2,5^ stemmed from Rank signaling in the luminal, basal, or both populations. Phenotypic and lineage tracing analysis indicated no impact of basal Rank loss on alveologenesis/lactation, nor in long-term renewal of this population upon multiple pregnancies. In contrast, luminal Rank deletion resulted in lactation failure, resembling that of ubiquitous and epithelial Rank-null mouse models. To our surprise, lactation was progressively recovered in successive pregnancies. Lineage tracing analysis demonstrated the replacement of luminal Rank-depleted (GFP+) by Rank+ (Tom+) cells within the luminal layer, a conversion starting early at second pregnancy in the developing alveoli, structures responsible for milk production in which Rank is strongly expressed^10^. GSEA in sorted parous basal cells from luminal Rank-depleted mice evidenced the acquisition of “luminal alveolar-like” features that, together with the inability of Rank-deficient basal cells to recover lactation (as seen in the K5^ΔRank^ epithelial mouse model), allowed us to identify the basal lineage as a putative source of GFP−/Rank+ luminal cells. We thus propose that the combination of Rank deletion and the pregnancy/lactation/involution cycles impinges molecular changes that hamper luminal cell expansion and promote basal cell bipotency in the following pregnancies. Indeed, Centonze et al. demonstrated that luminal cell apoptosis, even at low levels, activates a homeostasis mechanism involving the induction of basal cell bipotency and basal to luminal conversion to restore MG functionality^16^. In our models, we did not detect major changes in apoptosis upon Rank deletion. Instead, transcriptomic and phenotypic analysis demonstrated that luminal parous Rank-depleted cells show impaired protein translation and proliferative capacity that might result in an inability to cope with the high translational demands of successive pregnancy/lactation cycles and, hence, long-term maintenance. Although parous ductal and alveolar cells showed defective proliferation, replacement of the Rank null luminal cells occurred only within the alveoli, where Rank activation is essential^10^ and milk production requires intensified protein synthesis.

Transcriptomic analysis of the basal population in our luminal Rank null model showed that the luminal-like transition is accompanied by an upregulation of the NF-κB pathway. Using an NF-κB reporter mouse model, it has been previously demonstrated that luminal progenitors show activated NF-κB unlike basal/MaSCs^24^, suggestive of a possible involvement of this pathway in luminal identity. Furthermore, van Weele and co-authors have shown that TNFα treatment augments the clonogenic properties of basal cells, resulting in an increased number and size of organoids^25^. Our own data, using NF-κB inhibitors supports the conclusion that NF-κB signaling favors basal cell stemness and expansion. This observation is in line with findings from Brugge´s group showing that aging myoepithelial cells lose differentiation markers such as K5 and α-Sma, while displaying increased NF-κB signaling^26^.

Finally, we uncovered that Rank signaling in the basal population is required for bipotency. Rankl pharmacologically inhibition in our luminal Rank model prevented GFP dilution in the developing alveoli and the rescue of the lactation phenotype.

In conclusion, we demonstrate that Rank deletion in luminal cells has pleiotropic effects beyond alveologenesis and lactation. Loss of luminal Rank changes the mammary gland hierarchy, resulting in the accumulation of PR+/Rankl-producing cells that differentiate into alveolar-like progenitors. Under the action of the cues from pregnancy hormones, these aberrantly differentiated cells are unable to proliferate properly and fully differentiate into alveolar cells. Following involution these cells feature an impaired translational ability indicative of a tissue damage response. This hint, combined with an excess of available Rankl, favours NF-κB activity in the basal cells, resulting in bipotency awakening and restoration of the mammary epithelium and function.

## Methods

### Animal models

The research involving animals was conducted at the IDIBELL and CNIO animal facilities, adhering to protocols approved by the respective Committee on Animal Care and in accordance with both national and European Union regulations. Specifically, all animal experiments were approved by our Institutional Animal Care and Use Committee (IACUC) and by the Ethical Committee for Animal Experimentation (CEIyBA) (PROEX028/19 and 161.2/21). Mice were maintained in cages (specific pathogen free, SPF) under controlled conditions of humidity (55 ± 5%), temperature (21 ± 1 °C), cycles of light/dark of 12/12 h, and with food and water were given ad libitum.

Rank flox/flox (Rank^fl/fl^) were provided by Dr. Joseph Penninger^27^ and crossed with either K14rtta:Tet-O-Cre or K8rtta:Tet-O-Cre, kindly provided by Cedric Blanpain, or K5-Cre^28^. The resulting models were crossed with the reporter mouse line Rosa^mT/mG^ (MGI 3716464) to perform lineage tracing analysis. The following experimental genotypes were used in the current study: K8^iΔRank^ (K8rtta: TET-O-CRE: Rank^fl/fl^: Rosa^mT/mG^); K8^imTmG^ (K8rtta:TET-O-CRE: Rosa^mT/mG^); K14^iΔRank^ (K14rtta:TET-O-CRE: Rank^fl/fl^: Rosa^mT/mG^; K14^imTmG^ (K14rtta:TET-O-CRE: Rosa^mT/mG^); K5^ΔRank^ (K5Cre: Rank^fl/fl^: Rosa^mT/mG^) and K5^mTmG^ (K5-Cre: Rosa ^mT/mG^). The mice used in this study were females and were maintained in a mixed background.

Cre recombination was achieved in the inducible mouse models by administering doxycycline in the drinking water with sucrose (1 mg/ml dox in 20 mg/ml sucrose, changed every 2–3 days), starting at week 4 of age during 4 consecutive weeks. In the pregnancy experiments, once the mice reached adulthood, they were mated and allowed to undergo pregnancy and lactation. On lactation day 10, the pups were removed, and the mice were allowed to undergo involution for a period of 30 days. After the involution period, the mice were subsequently mated to undergo two more pregnancies if necessary. In the case of K8^iΔRank^ mice and K5^ΔRank^ mice, which exhibited lactation failure at lactation day 1, the mice were mated again after 30 days to simulate a normal involution process.

### In vivo treatments

For estradiol treatment, mice received drinking water with 17β-estradiol at 8 μg/ml (Sigma) and were sacrificed 3 weeks after the first treatment. For progesterone treatment, subcutaneous implantation of 90-day release 50 mg medroxyprogesterone acetate (MPA) pellets (Innovative Research of America) was performed, and the mice were sacrificed 3 weeks post-implantation. To administer prolactin treatment, mice were given intraperitoneal injections of prolactin (1 μg/g animal) twice a day for 5 consecutive days and mice were sacrificed at day 5. For Rankl pharmacological inhibition during the early second pregnancy, females were injected intraperitoneally with PBS-diluted Fc and Rank-Fc (Amgen Inc, Thousand Oaks, CA, www.amgen.com) at a dosage of 10 mg/kg at gestation days G6.5 and G8.5. The animals were subsequently sacrificed at G9.5.

### Sexual hormonal quantification in serum

For the analysis of steroid hormones in serum, an HPLC analysis was conducted^29^. The serum sample was first centrifuged at 20,200g for 10 min and filtered through a 0.2 μm nylon filter. Then, 170 μL of the serum was processed in the SPE system through various elution steps to retain the steroid hormones. Subsequently, chromatography was performed using a C18 column at 35 °C with a flow rate of 300 μL/min (particle size: 2.6 μm, length: 10 cm, diameter: 3 mm), and MS/MS detection was employed to monitor each target steroid. Prolactin levels in serum were measured using an ELISA kit (Life Technologies) following the manufacturer’s instructions.

### Whole mount

Briefly, inguinal MGs were excised and stretched onto a glass slide. For virgin MGs, endogenous GFP signal was visualized and captured using a Leica MZ16F vertical fluorescence stereomicroscope. Due to the high auto-fluorescence at L1 stage, standard Carmine aluminium staining was performed.

### Immunofluorescence (IF) and immunohistochemistry (IHC)

Mouse tissue samples were fixed in formalin overnight at 4 °C and embedded in paraffin. Five µm sections were cut for histological analysis and processed for IF or IHC analysis after antigen heat retrieval as detailed in^8,9^. For IF, tissue slides were incubated overnight (4 °C) with the primary antibodies: K8 (Developmental Studies Hybridoma Bank; 1/400), K14 (AF-64, Covance, 1/400), Ki67 (SP6, 16667 Abcam, 1/500), PR (SP2, 12683667, Fisher, 1/200), GFP (ab13970, Abcam, 1/500), pStat5 (9359 S, Cell Signaling, 1/200), β-casein (sc-166530, Santa Cruz, 1/200). Slides were then incubated with corresponding fluorochrome-conjugated secondary antibodies (Jackson Immunoresearch, 1/400) and DAPI (Sigma) to stain cell nuclei and then mounted with Prolong Gold Antifade reagent (ThermoFisher Scientific). Confocal analysis was carried out using a Leica 7100 confocal microscope. For IHC, primary antibodies were incubated overnight at 4 °C (cleaved Caspase 3 (Cell Signaling, 1/100), Rankl (R&D, AF462, 1/100), Rank (R&D, AF692, 1/200), tdTomato (Rockland, 600-401-379, 1/100)), detected with biotinylated secondary antibodies and streptavidin horseradish peroxidase (Vector), and revealed with DAB substrate (DAKO). For Rankl IHC, heat antigen retrieval (citrate buffer pH 6.0) was done for 10 min followed by 2 min at maximum pressure and a cool down of 25–30 min. Slides were then treated with Pronase 100 μg/mL for 10 min before incubation with Rankl antibody. For Rank IHC antigen retrieval was achieved by digestion with Protease TypeXXIV (5 units/ml) (Sigma, P8038) for 5 min at room temperature^10^. Positive staining was quantified in 5 independent images at 20x magnification (OLYMPUS AX70) from 2 sections collected 100 µm apart. Validation of the antibodies is available in the website of each company.

### Single cell isolation for flow cytometry sorting

MGs were dissected mechanically using a McIlwain tissue chopper. Prior to digestion, lymph nodes were removed, and the glands were enzymatically digested using a digestion medium composed of Dulbecco’s modified Eagle’s medium (DMEM)/F-12, 0.3% collagenase A, 2.5 U/mL dispase, 20 mM HEPES, and 1% penicillin–streptomycin for 40 min at 37 °C. After each step, samples were washed with Leibowitz L15 medium containing 10% fetal bovine serum (FBS). To eliminate erythrocytes, the samples were treated with a hypotonic lysis buffer (Lonza Iberica). Single cells were isolated through sequential treatments, beginning with trypsin (PAA Laboratories) for 2 min at 37 °C, followed by dispase/DNAse at 37 °C for 10 min. Cell aggregates were removed by filtering the cell suspension through a 40 μm strainer. MECs were then counted, resuspended in HBSS with 2% FBS and 2 mM EDTA, and blocked with FcR blocking reagent (Miltenyi Biotec) for 10 min on ice. The cells were incubated for 45 min on ice with the corresponding surface antibodies: CD24-alexa 700 (1.25 µg/mL, HMb1-1, BD Pharmingen), CD49f-alexa 647 (2.5 µg/mL, GoH3, BD Pharmingen). Flow cytometry was used to exclude lymphocytes and endothelial cells, employing CD45-PECy7 (0.125 µg/mL, 30-F11 Biolegend) and CD31-PECy7 (0.5 µg/mL, 390 Biolegend) antibodies, respectively. GFP and tdTomato fluorescence were analyzed based on the intrinsic fluorescence of mammary epithelial cells. Cell sorting was conducted using MoFlo (Beckman Coulter) with a 100 mm tip at 25 psi.

### RNA isolation, RT-PCR, and gene expression analysis

Total RNA from sorted MECs was extracted using the RNAeasy Micro kit (Qiagen) and reverse-transcribed with NZY Reverse Transcriptase kit (NZYtech MB124) according to the manufacturer’s instructions. qPCRs were performed with LightCycler® 480 SYBR green; primer sequences are indicated in Supplementary Data 5. Ct analysis was performed using LightCycler 480 software (Roche).

### RNA sequencing

Cells were directly collected from the sorter into the lysis buffer from RNeasy micro kit (Qiagen). Samples were mechanically homogenized and RNA was extracted according to the manufacturer´s instructions. From total RNA samples, 500 ng with an average RIN = 6.9 (range: 2.5–8.6) were processed into cDNA sequencing libraries with the “QuantSeq 3’mRNA-Seq Library Prep Kit (FWD) for Illumina” (Lexogen, Cat.No. 015) with a UMI Second Strand Synthesis module. Briefly, library generation is initiated by reverse transcription with oligodT priming, followed by a random-primed second strand synthesis. While primers from both steps contain Illumina-compatible sequences, random primers additionally feature 6 nt long Unique Molecular Identifier (UMI) tags. Libraries are completed by PCR and sequenced on an Illumina NextSeq 550 (with v2.5 reagent kits) by following the manufacturer’s protocols. This library preparation kit generates directional libraries stranded in the sense orientation, i.e., the read1 (the only read in single read format) has the sense orientation. Eighty-six-base-pair single-end reads were pre-processed with BBDuk (https://jgi.doe.gov/data-and-tools/software-tools/bbtools/bb-tools-user-guide/bbduk-guide/) to remove possible traces of rRNA, adapters and polyA tails, as recommended by Lexogen. UMI-tools^30^ were used to extract UMIs from sequenced reads, which were then aligned to the mouse genome (GRCm39) with Bowtie2^31^. SAMtools^32^ was used to create the corresponding sorted BAM files. UMI-tools were used again for final read deduplication, and the resulting BAM files were converted to FASTQ^33^ format with BEDtools^34^. FASTQ files were analysed with the nextpresso pipeline^35^. Sequencing quality was checked with FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Differential expression and normalization were performed with DESeq2^36^, keeping only those genes where the normalized count value was higher than 10 in at least 25% of the samples (the Gencode vM26 gene annotation for GRCm39 was used). Finally, those genes that had an adjusted p-value below 0.05 FDR were selected. GSEAPreRanked^37^ was used to perform gene set enrichment analysis for the selected gene signatures on a pre-Ranked gene list, setting 1000 gene set permutations. Only those gene sets with significant enrichment levels (FDR *q*-value < 0.25) were considered. Bubble plots were built with ggseabubble (https://gitlab.com/bu_cnio/ggseabubble). GSEA was performed with the gene signatures identified by scRNASeq in^11^ and^21^.

### OPP experiments

Single cells were obtained by standard tissue digestion (see above flow cytometry sorting protocol) and epithelial cells were obtained by positive selection using mouse EPCAM beads magnetic beads (mouse CD326 (EpCAM) MicroBeads from Mylteny Biotec) according to the manufacturers’ instructions. Briefly, 100,000 cells were platted per well (8 well culture chamber plate, Indibi) in DMEM/F12 with 10% FBS, 1% ITS, and 1% penicillin–streptomycin for 24 h Cells were then incubated with OPP (ClickIt OPP Alexa 647) for 1 h following the kit protocol. OPP signal was measured within the GFP+ luminal cells and IF images were acquired in a Leica 7100 confocal microscope. Signal intensity was quantified using the macro developed by Joan Ripolles (IDIBELL Bioimaging platform).

### NF-κB assay

For NF-κB inhibition assays, 5,000 sorted basal MECs from WT virgin MGs were plated in Matrigel 3D cultures in basal medium (DMEM F12, 1% FBS, 1% Penicilin/Streptomicyn, 1X B27, 10 ng/mL EGF, 5 μg/mL insulin, 100 ng/mL cholera toxin and 10 μM Y-27632 (ROCK inhibitor, Sigma)). NF-κB inhibitors were added 24 h later (5 µM BAY65 (Calbiochem) or 18 μM SN50 (Enzo)) and cells were cultured for 6 days. Rankl (1 μg/ml) was added 2 h after NF-κB inhibitors. The treatment was refreshed daily for BAY or every 48 h for SN50 inhibitors to avoid their degradation. Upon medium removal, 3D acinar structures were stained^38^. Briefly, acini were fixed in 2% paraformaldehyde (20 min), permeabilized with PBS containing 2% Triton X-100 (30 min), and washed with PBS-Glycine 100 mM (3 washes of 15 min). Antigens were blocked with IF buffer (PBS, 7.7 mM NaN_3_, 0.1% bovine serum albumin, 0.2% Triton x-100, 0.05% Tween-20) + 10% goat serum for 1 h and then with IF buffer + goat serum + 20 µg/mL F(ab’) fragment (Jackson ImmunoResearch) for 30 min. Primary antibodies for K8 (TROMA, dshl, Developmental Studies Hybridoma Bank) and K5 (AF-138, Covance) were incubated overnight in a humid chamber. Fluorochrome-conjugated secondary antibodies (Invitrogen) were added later, diluted 1:500 in IF buffer +10% goat serum, and incubated for 40 min. Acini were then washed with IF buffer, cell nuclei were stained with DAPI (Sigma), and then mounted with Prolong ® Gold Antifade (Life Technologies). Confocal analysis was carried out using Leica confocal microscope. Images were captured using LasAF software (Leica).

### Statistics & reproducibility

Statistical analyses were performed using GraphPad Prism software version 8. Data are represented as the mean ± S.E.M. The measurements were taken from different mice, and we avoided technical replicates unless indicated. When comparisons were done between two experimental groups, an Unpaired, two-tailed Student’s *T*-Test was used. When comparing multiple variables between two experimental groups, an analysis of variance (ANOVA) was employed, followed by post hoc tests for multiple comparisons (Tukey). The statistical analyses of mRNA expression were conducted by comparing the experimental mice with their corresponding control. These analyses were conducted using a One-Sample *T*-Test, with a minimum of three independent mice. No statistical method was used to predetermine the sample size. In experiments where randomization was required (estradiol, MPA, prolactin, and Fc/RankFc treatment), block randomization was performed to maintain treatment groups even. In the lactation experiment and multiple pregnancies, we excluded female mice from the control group that lost their pups unexpectedly. Additionally, we excluded mice from the mid-pregnancy experiments if they were not found to be pregnant during necropsy. All investigators were blind to the time-point and treatment arms. Quantification of IF/IHC and data analysis was performed without knowledge of the identity of the samples.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

The raw data generated (RNA-seq experiments) in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE199746. The mouse genome GRCm39 was used for the transcriptomic analyses (https://www.ncbi.nlm.nih.gov/grc/mouse/data). The signatures of mammary gland population profiles used in this study are available in the Gene Expression Omnibus (GEO) database under accession code GSE106273, GSE111113, GSE103275, GSE113197, GSE75688 and GSE149949. Source data are included with this paper. Biological materials can be obtained upon request. Source data are provided with this paper.

## References

[1] Watson CJ, Khaled WT (2020). Mammary development in the embryo and adult: new insights into the journey of morphogenesis and commitment. Development.

[2] Fata JE (2000). The osteoclast differentiation factor osteoprotegerin-ligand is essential for mammary gland development. Cell.

[3] Schramek D (2010). Osteoclast differentiation factor RankL controls development of progestin-driven mammary cancer. Nature.

[4] Beleut M (2010). Two distinct mechanisms underlie progesterone-induced proliferation in the mammary gland. Proc. Natl Acad. Sci..

[5] Joshi PA (2010). Progesterone induces adult mammary stem cell expansion. Nature.

[6] Joshi PA (2015). Rank signaling amplifies WNT-responsive mammary progenitors through R-SPONDIN1. Stem Cell Rep..

[7] Cordero A (2016). Rankl impairs lactogenic differentiation through inhibition of the Prolactin/Stat5 pathway at midgestation. Stem Cells.

[8] Benítez S (2021). Rank links senescence to stemness in the mammary epithelia, delaying tumor onset but increasing tumor aggressiveness. Dev. Cell.

[9] Pellegrini P (2013). Constitutive activation of Rank disrupts mammary cell fate leading to tumorigenesis. Stem Cells.

[10] Gonzalez-Suarez E (2007). Rank overexpression in transgenic mice with mouse mammary tumor virus promoter-controlled Rank increases proliferation and impairs alveolar differentiation in the mammary epithelia and disrupts lumen formation in cultured epithelial acini. Mol. Cell. Biol..

[11] Bach K (2017). Differentiation dynamics of mammary epithelial cells revealed by single-cell RNA sequencing. Nat. Commun..

[12] dos Santos CO, Dolzhenko E, Hodges E, Smith AD, Hannon GJ (2015). An epigenetic memory of pregnancy in the mouse mammary gland. Cell Rep..

[13] Feigman MJ (2020). Pregnancy reprograms the epigenome of mammary epithelial cells and blocks the development of premalignant lesions. Nat. Commun..

[14] Meier-Abt F (2013). Parity induces differentiation and reduces Wnt/Notch signaling ratio and proliferation potential of basal stem/progenitor cells isolated from mouse mammary epithelium. Breast Cancer Res..

[15] Lemay DG, Neville MC, Rudolph MC, Pollard KS, German JB (2007). Gene regulatory networks in lactation: identification of global principles using bioinformatics. BMC Syst. Biol..

[16] Centonze A (2020). Heterotypic cell-cell communication regulates glandular stem cell multipotency. Nature.

[17] Shackleton M (2006). Generation of a functional mammary gland from a single stem cell. Nature.

[18] Stingl J (2006). Purification and unique properties of mammary epithelial stem cells. Nature.

[19] Van Keymeulen A (2011). Distinct stem cells contribute to mammary gland development and maintenance. Nature.

[20] Prater MD (2014). Mammary stem cells have myoepithelial cell properties. Nat. Cell Biol..

[21] Saeki K (2021). Mammary cell gene expression atlas links epithelial cell remodeling events to breast carcinogenesis. Commun. Biol..

[22] Hanasoge Somasundara AV (2021). Parity-induced changes to mammary epithelial cells control NKT cell expansion and mammary oncogenesis. Cell Rep..

[23] Gonzalez-Suarez E (2010). Rank ligand mediates progestin-induced mammary epithelial proliferation and carcinogenesis. Nature.

[24] Pratt MAC (2009). The canonical NF-κB pathway is required for formation of luminal mammary neoplasias and is activated in the mammary progenitor population. Oncogene.

[25] van Weele LJ (2021). Depletion of Trp53 and Cdkn2a does not promote self-renewal in the mammary gland but amplifies proliferation induced by TNF-α. Stem Cell. Rep..

[26] Li CMC (2020). Aging-associated alterations in mammary epithelia and stroma revealed by Single-Cell RNA sequencing. Cell Rep..

[27] Hanada R (2009). Central control of fever and female body temperature by RankL/Rank. Nature.

[28] Tarutani M (1997). Tissue-specific knockout of the mouse Pig-a gene reveals important roles for GPI-anchored proteins in skin development. Proc. Natl Acad. Sci. Usa..

[29] Luque-Córdoba D, Priego-Capote F (2021). Fully automated method for quantitative determination of steroids in serum: An approach to evaluate steroidogenesis. Talanta.

[30] Smith T, Heger A, Sudbery I (2017). UMI-tools: modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy. Genome Res.

[31] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[32] Li H (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[33] Cock PJA, Fields CJ, Goto N, Heuer ML, Rice PM (2010). The Sanger FASTQ file format for sequences with quality scores, and the Solexa/Illumina FASTQ variants. Nucleic Acids Res..

[34] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[35] Graña O, Rubio-Camarillo M, Fdez-Riverola F, Pisano DG, Glez-Peña D (2017). Nextpresso: next generation sequencing expression analysis pipeline. Curr. Bioinform..

[36] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[37] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA..

[38] Debnath J, Walker SJ, Brugge JS (2003). Akt activation disrupts mammary acinar architecture and enhances proliferation in an mTOR-dependent manner. J. Cell Biol..

# Supplementary material for: Luminal Rank loss decreases cell fitness leading to basal cell bipotency in parous mammary glands
**Source:** Nat Commun. 2023 Oct 9;14:6213. doi: 10.1038/s41467-023-41741-5
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

# **Luminal Rank loss decreases cell fitness leading to basal cell bipotency in parous mammary glands**

**Ana Sofia Rocha<sup>#</sup>, Alejandro Collado-Solé<sup>#</sup> et al.**

**Supplementary Figures 1-5**

# Supplementary Figure 1

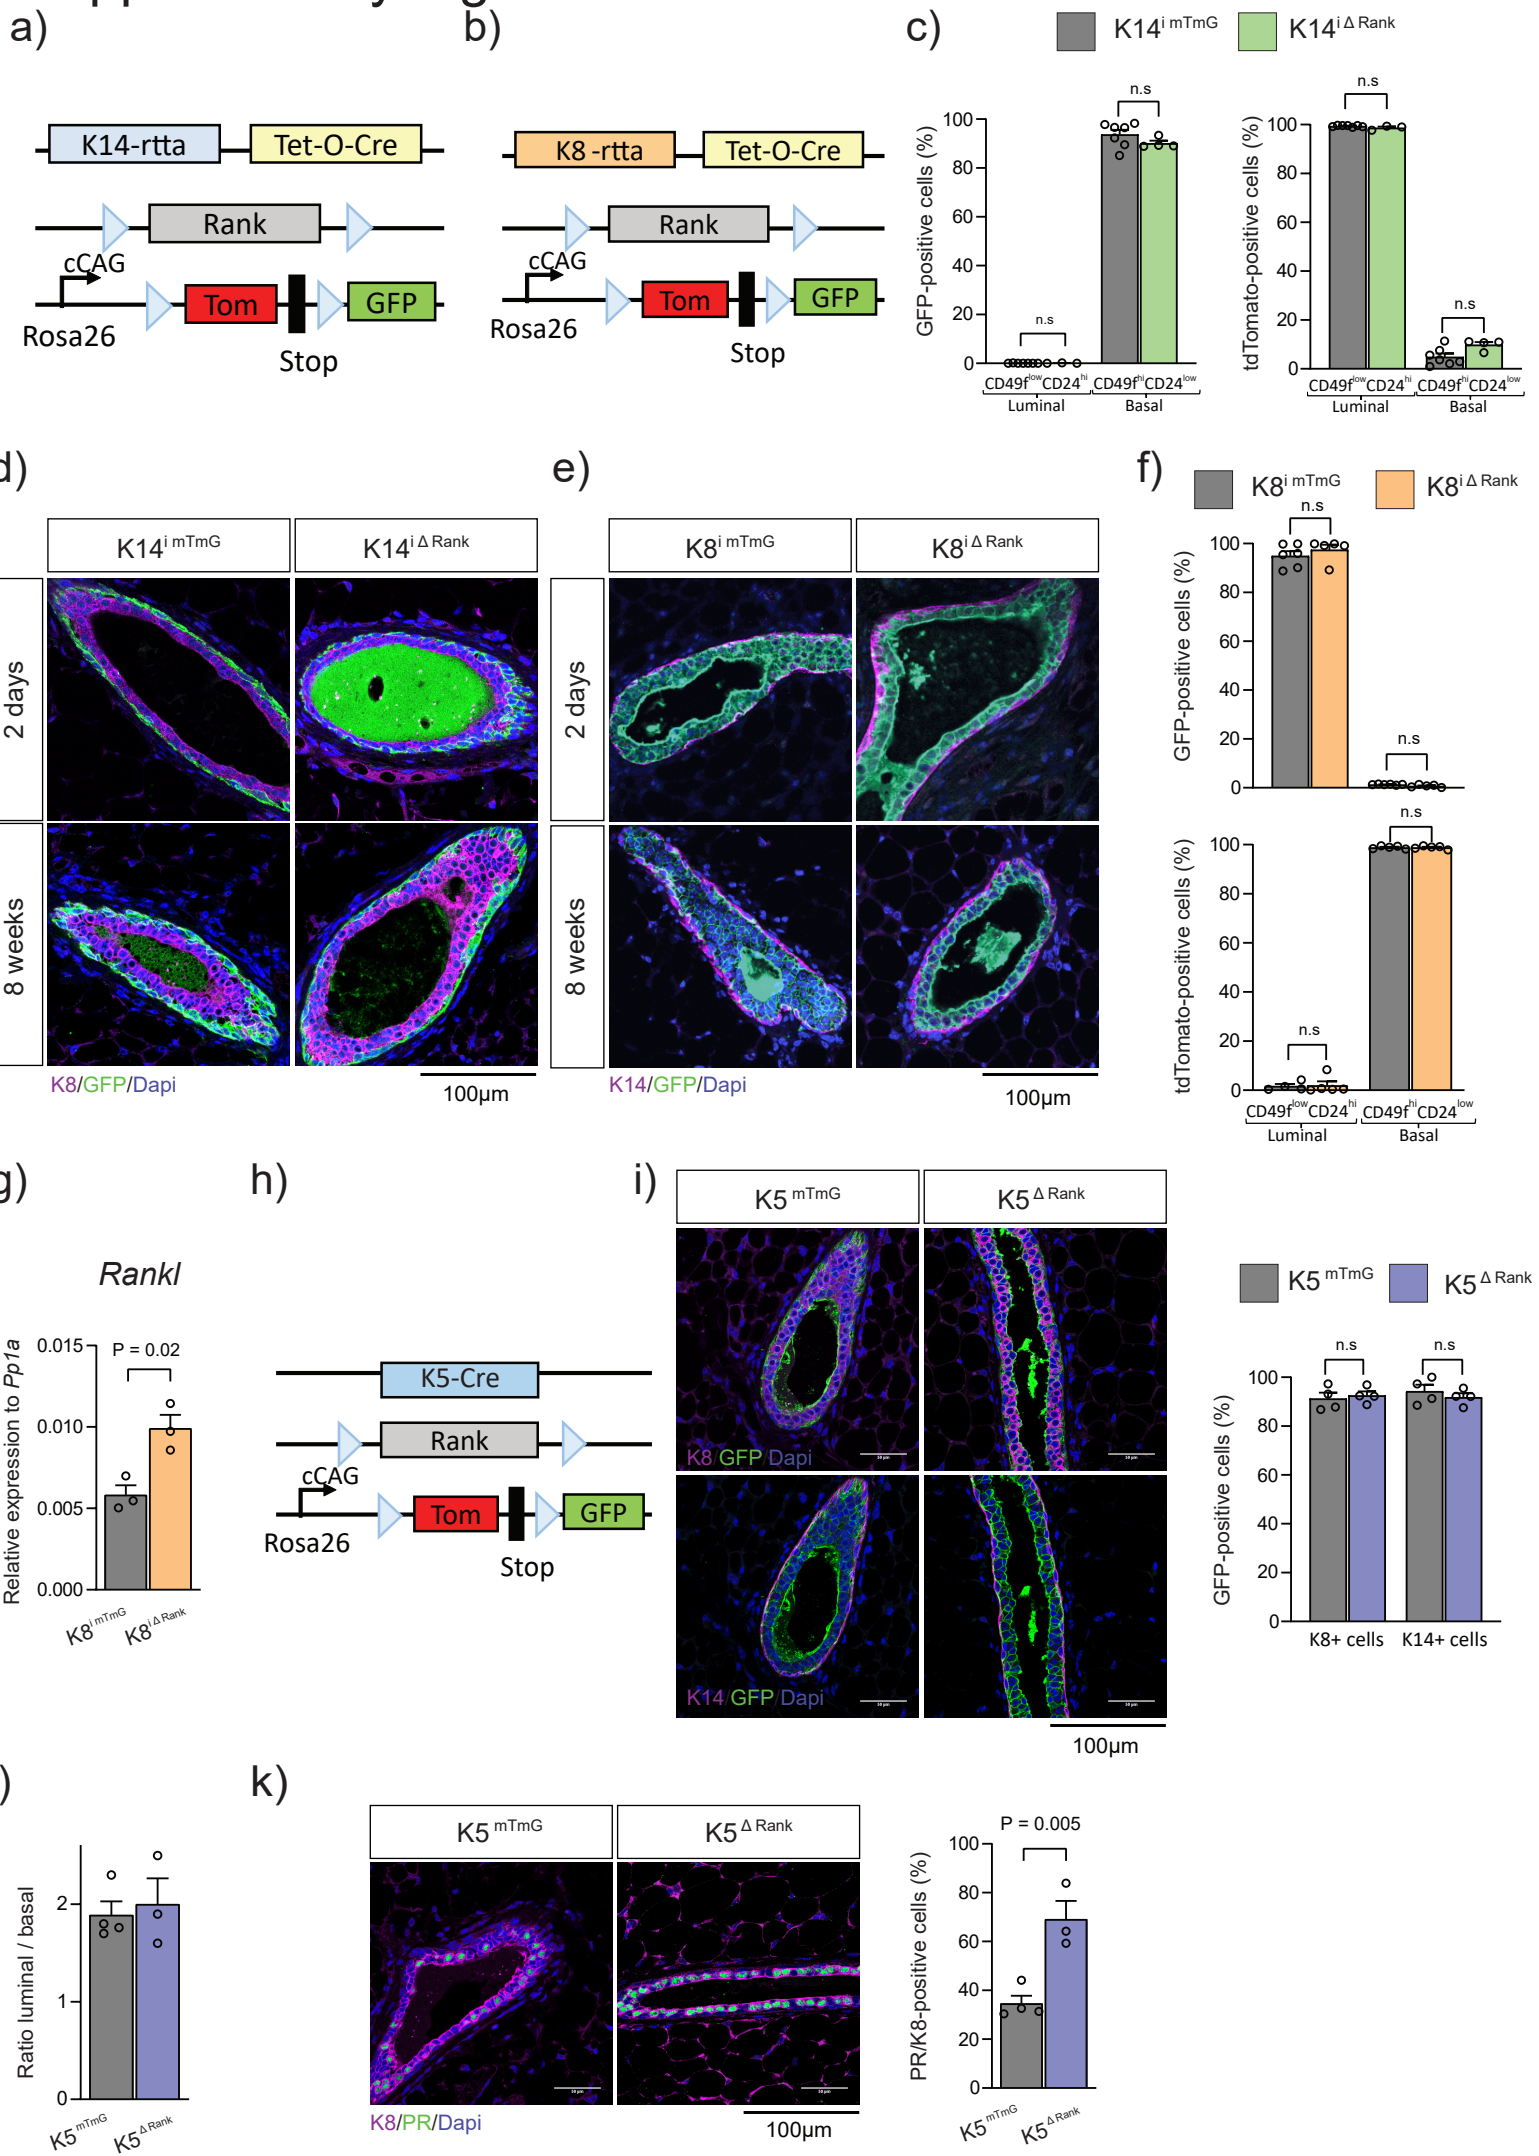

**Supplementary Figure 1: Epithelial Rank deletion reduces the luminal progenitor population without altering fat pad invasion. a, b** Genetic constructs of transgenic mouse models generated to delete Rank in basal ( $K14^{i\Delta Rank}$  and control  $K14^{i mTmG}$ ) or luminal ( $K8^{i\Delta Rank}$  and control  $K8^{i mTmG}$ ) cells and to trace control and Rank-depleted cells. **c** Flow cytometry analyses of GFP-positive cells and tdTomato-positive cells within the basal ( $CD49^{hi}/CD24^{low}$ ) and luminal ( $CD49^{low}/CD24^{hi}$ ) compartments in  $K14^{i mTmG}$  (n=7) and  $K14^{i\Delta Rank}$  (n = 4) 8 weeks post-dox removal. **d** IF analysis of K8 (magenta) and GFP (green) in  $K14^{i mTmG}$  and  $K14^{i\Delta Rank}$  MGs. **e** IF analysis of K14 (magenta) and GFP (green) in  $K8^{i mTmG}$  and  $K8^{i\Delta Rank}$  MGs two days and 8 weeks following dox removal. Dapi stains nuclei (blue). **f** Flow cytometry analyses of GFP-positive and tdTomato-positive cells within the basal ( $CD49^{hi}/CD24^{low}$ ) and luminal ( $CD49^{low}/CD24^{hi}$ ) compartments in  $K8^{i mTmG}$  (n = 6) and  $K8^{i\Delta Rank}$  (n = 5) 8 weeks post-dox removal. **g** *Rankl* qPCR analysis of flow cytometry sorted luminal cells in  $K8^{i mTmG}$  (n = 3) and  $K8^{i\Delta Rank}$  virgin MGs. **h** Genetic construct of the transgenic model used to generate constitutive epithelial Rank deletion mouse model ( $K5^{\Delta Rank}$  and control  $K5^{mTmG}$ ). **i** IF analysis and quantification of recombination in luminal cells K8 (magenta)/GFP (green) and basal cells K14 (magenta)/GFP (green) in  $K5^{\Delta Rank}$  (n = 4) and control  $K5^{mTmG}$  (n = 4) mice (8 weeks). **j** Quantification of luminal (K8) to basal (K14) ratio measured by IF in  $K5^{mTmG}$  (n=4) and  $K5^{\Delta Rank}$  (n=3) virgin glands (8 weeks). **k** IF of PR (green) and K8 (magenta) and quantification of PR<sup>+</sup> cells within the luminal population in  $K5^{mTmG}$  (n=4) and  $K5^{\Delta Rank}$  (n=3) virgin glands (8 weeks). Dapi (blue) stains nuclei (**c, d, g, i**). Data are represented as mean +/- SEM. Scale bars and significant *P* values are indicated in the graphs. *P* values were calculated by Two-Way ANOVA with Tukey's multiple comparisons (**c, f, i**) and Unpaired T-test two-tailed (**g, j, k**). Staining was quantified in 5 independent images from two tissues sections collected 100  $\mu$ m apart (**i, j, k**). Source data are provided as a Source Data file. n.s = not significant.

# Supplementary Figure 2

a)

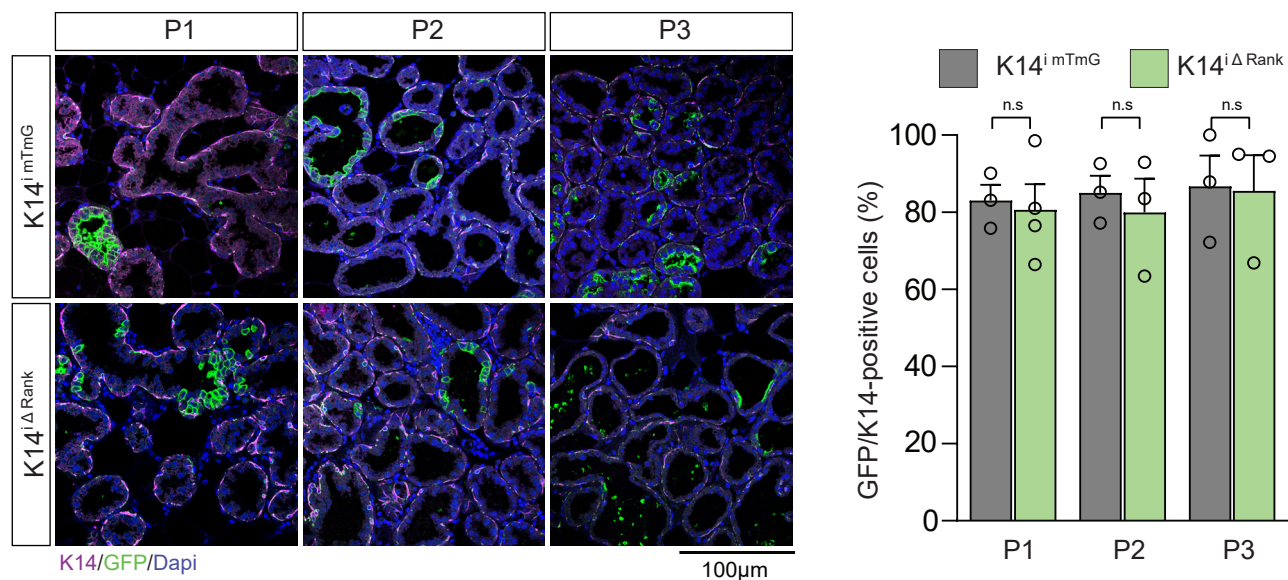

b)

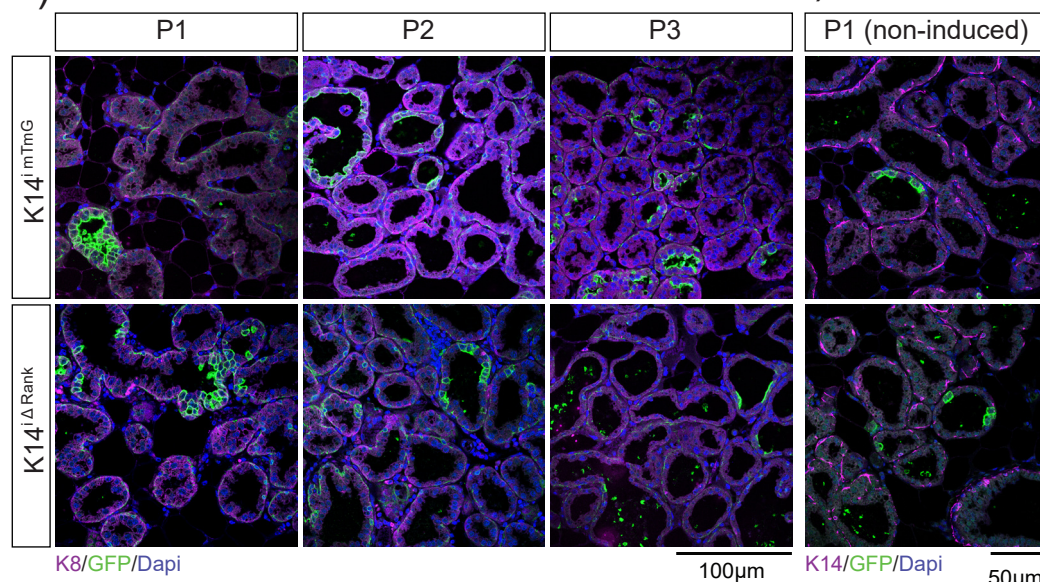

d)

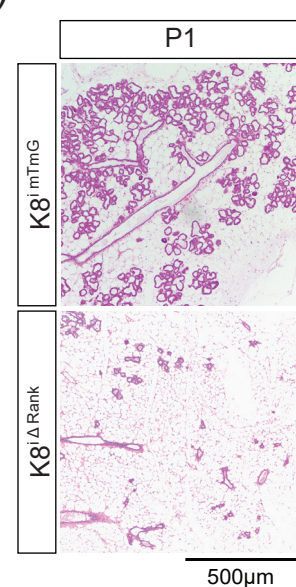

e)

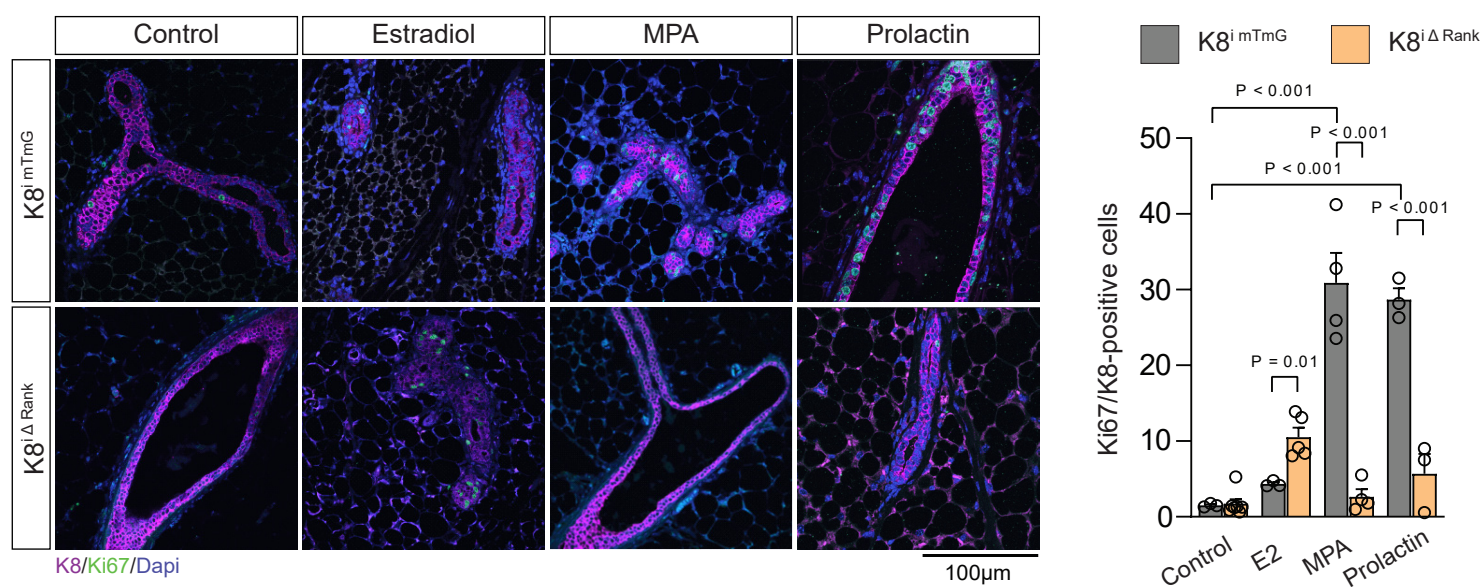

**Supplementary Figure 2: Luminal Rank is critical for functional lactogenic differentiation during pregnancy.** **a** IF analysis of K14 (magenta) and GFP (green) in  $K14^{i\ mTmG}$  and  $K14^{i\ \Delta Rank}$  MGs at L1 of P1, P2 and P3 and relative quantification of GFP/K14-positive cells in the indicated genotypes ( $n = 3$ ). **b** IF analysis of K8 (magenta) and GFP (green) in  $K14^{i\ mTmG}$  and  $K14^{i\ \Delta Rank}$  MGs at L1 of P1, P2 and P3. **c** IF analysis of K14 (magenta) and GFP (green) in  $K14^{i\ mTmG}$  and  $K14^{i\ \Delta Rank}$  non-induced mice at L1 from P1. Quantification of GFP+ cells in the luminal population (K8+) of the indicated phenotypes at L1 from P1 compared to non-induced  $K14^{i\ \Delta Rank}$  is shown ( $n = 3$ ). **d** Haematoxylin-eosin stainings of mammary glands at L1 from  $K8^{imTmG}$  and  $K8^{i\Delta Rank}$  mice. **e** IF analysis of K8 (magenta) and Ki67 (green) in  $K8^{imTmG}$  and  $K8^{i\Delta Rank}$  MGs of virgin mice in control ( $n = 3$   $K8^{imTmG}$  and  $n = 4$   $K8^{i\Delta Rank}$  mice) and after treatment with estradiol ( $n = 3$   $K8^{imTmG}$  and  $n = 5$   $K8^{i\Delta Rank}$  mice), MPA ( $n = 4$ ), or prolactin ( $n = 3$ ). Quantification of Ki67 within the luminal compartment is shown. Dapi (blue) stains nuclei (**a**, **b**, **e**). Data are represented as mean  $\pm$  SEM. Scale bars and significant  $P$  values are indicated in the graphs.  $P$  values were calculated by Two-Way ANOVA with Tukey's multiple comparisons (**a**, **c**, **e**). Source data are provided as a Source Data file. n.s = not significant.

# Supplementary Figure 3

a)

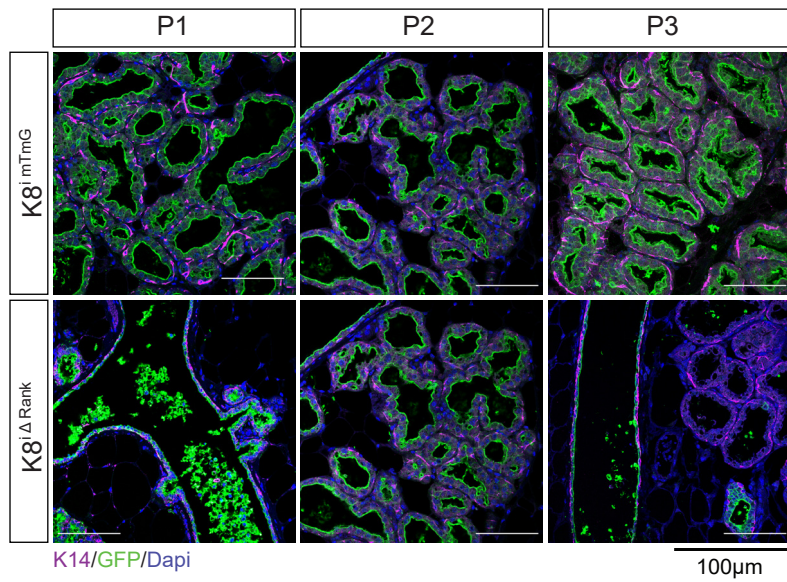

b)

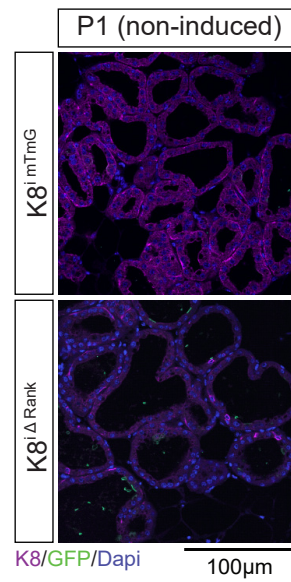

c)

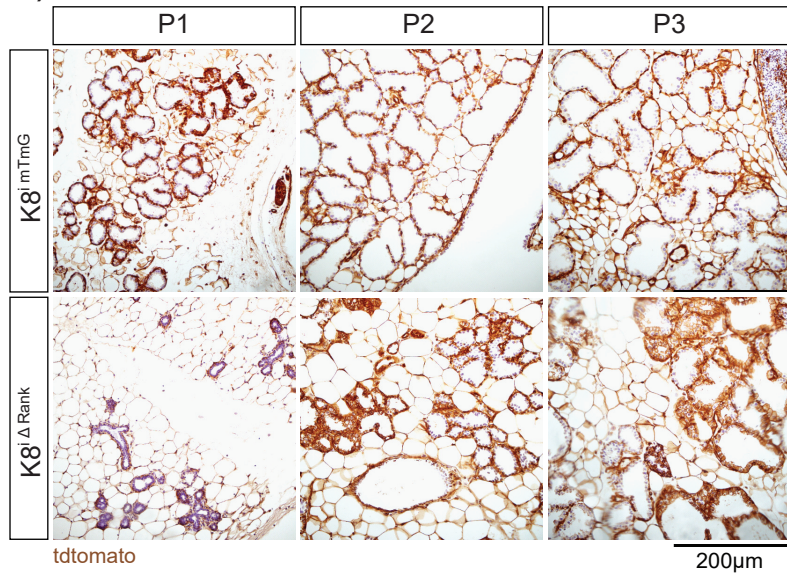

d)

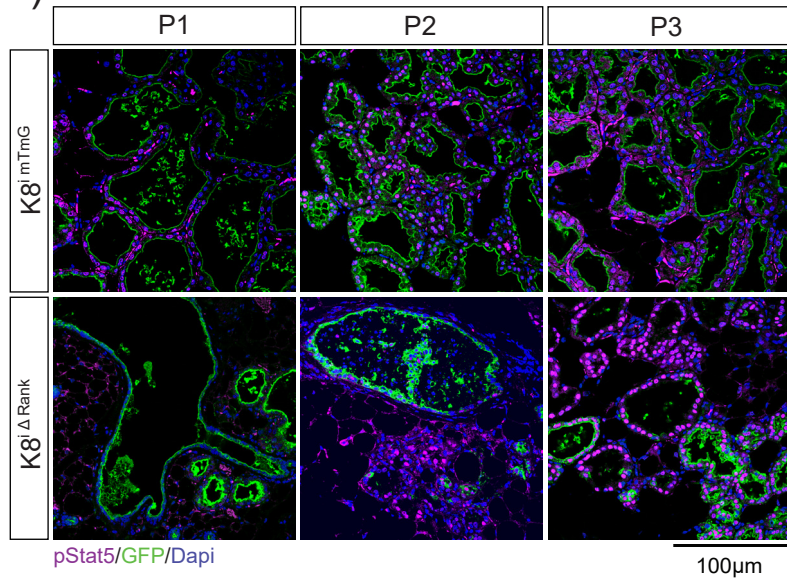

e)

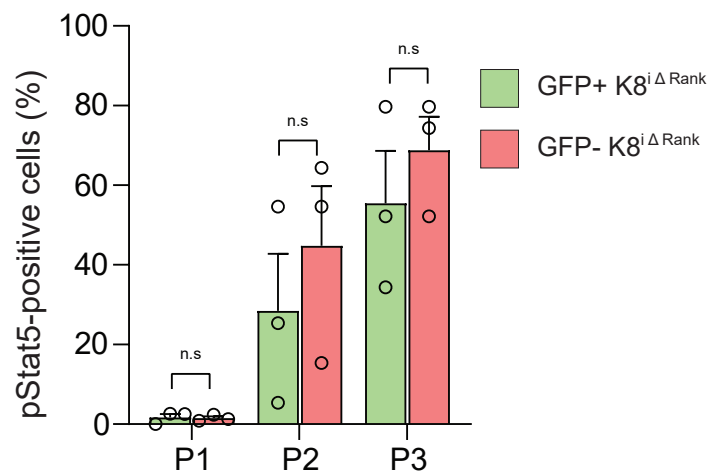

f)

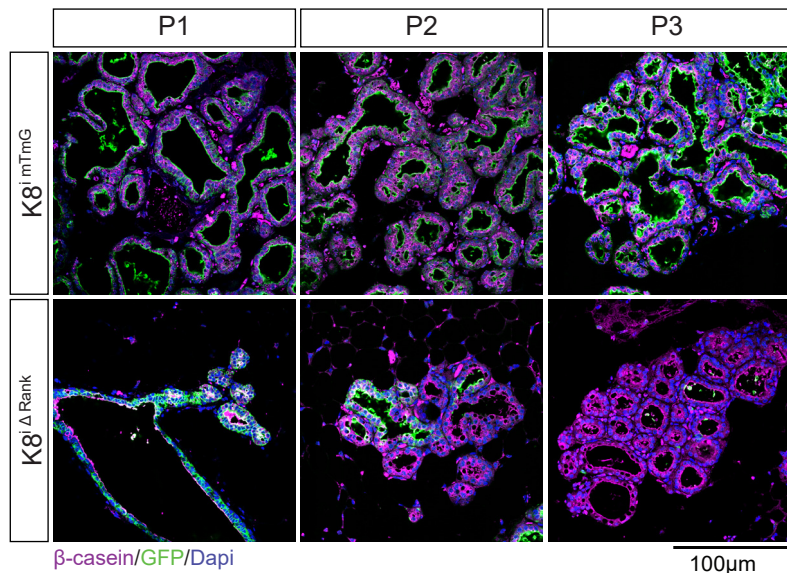

**Supplementary Figure 3: Luminal Rank loss leads to the emergence of Rank/tdTomato-positive cells following parity with activated Stat5 signaling.** **a** IF analysis of K14 (magenta) and GFP (green) in  $K8^{i\text{ mTmG}}$  and  $K8^{i\Delta\text{Rank}}$  MGs at L1 of P1, P2 and P3. **b** IF analysis of K8 (magenta) and GFP (green) in  $K8^{i\text{ mTmG}}$  and  $K8^{i\Delta\text{Rank}}$  non-induced mice at L1 from P1. **c** tdTomato IHC following P1, P2 and P3 at L1 in  $K8^{i\text{ mTmG}}$  and  $K8^{i\Delta\text{Rank}}$  mice. **d** IF analysis of pStat5 (magenta) and GFP (green) in  $K8^{i\text{ mTmG}}$  and  $K8^{i\Delta\text{Rank}}$  MGs at L1 of P1, P2 and P3. **e** Quantification of pStat5 in GFP+ and GFP- cells within the luminal compartment in  $K8^{i\Delta\text{Rank}}$  MGs at L1 of P1, P2 and P3 ( $n = 3$ ). **f** IF analysis of  $\beta$ -casein (magenta) and GFP (green) in  $K8^{i\text{ mTmG}}$  and  $K8^{i\Delta\text{Rank}}$  MGs at L1 of P1, P2 and P3. Dapi (blue) stains nuclei (**a**, **b**, **d**, **f**). Data are represented as mean  $\pm$  SEM. Each dot represents a mouse. Scale bars and significant  $P$  values are indicated in the graphs.  $P$  values were calculated by Two-Way ANOVA with Tukey's multiple comparisons (**e**). Staining was quantified in 5 independent images from two tissues sections collected 100  $\mu\text{m}$  apart (**e**). Source data are provided as a Source Data file. n.s = not significant.

# Supplementary Figure 4

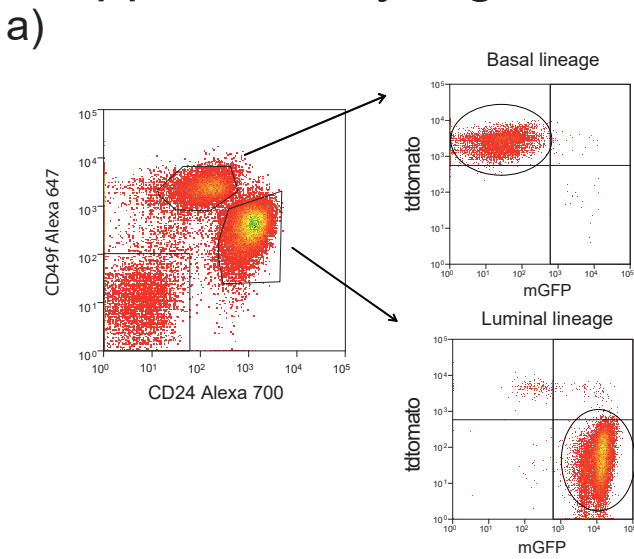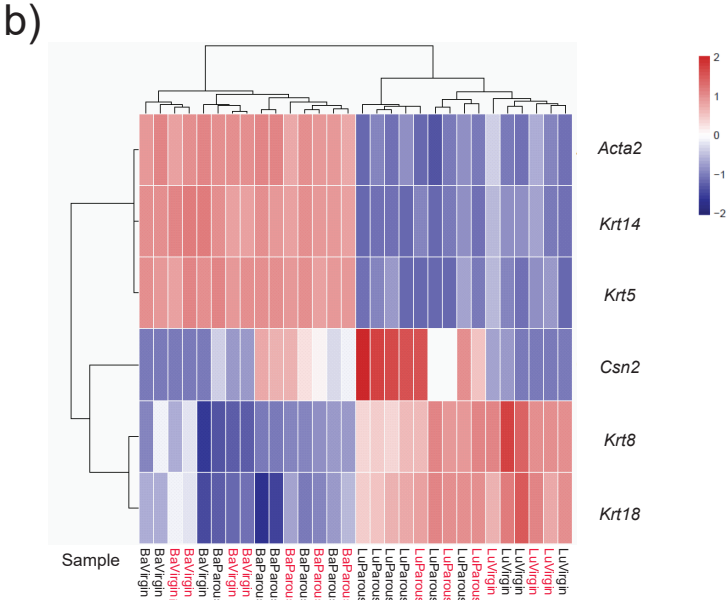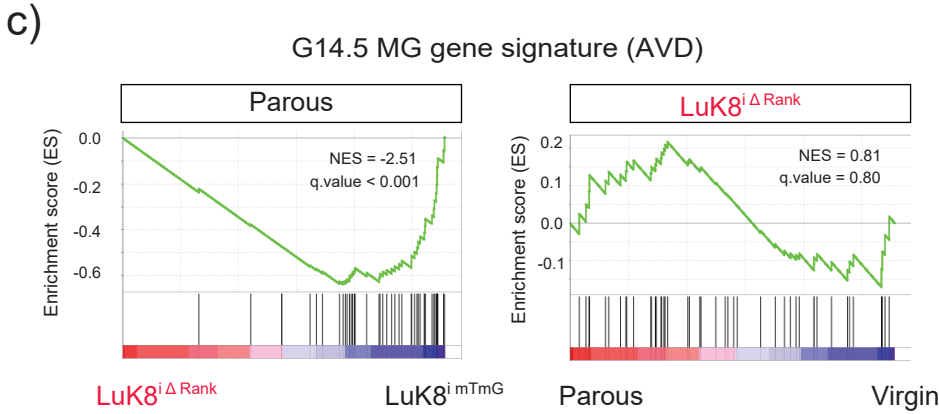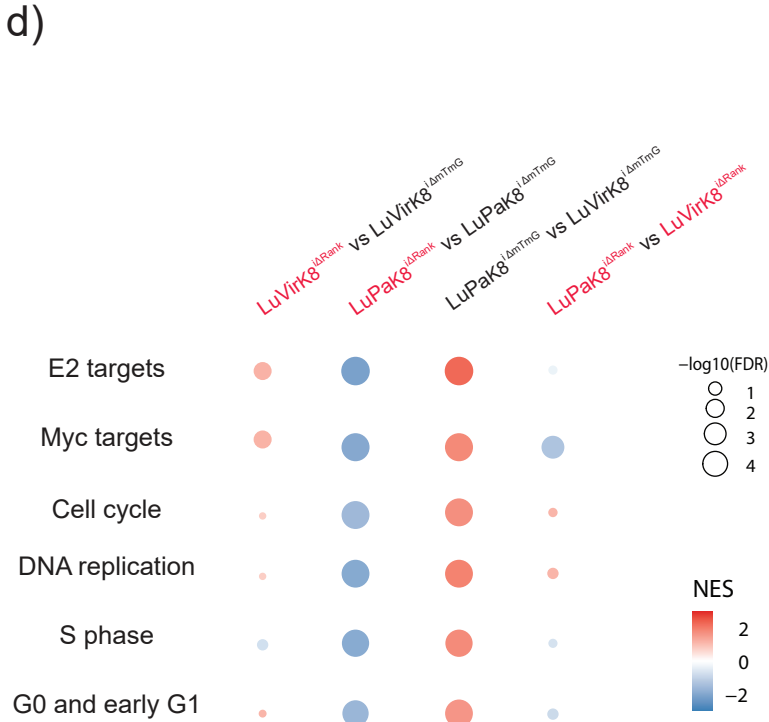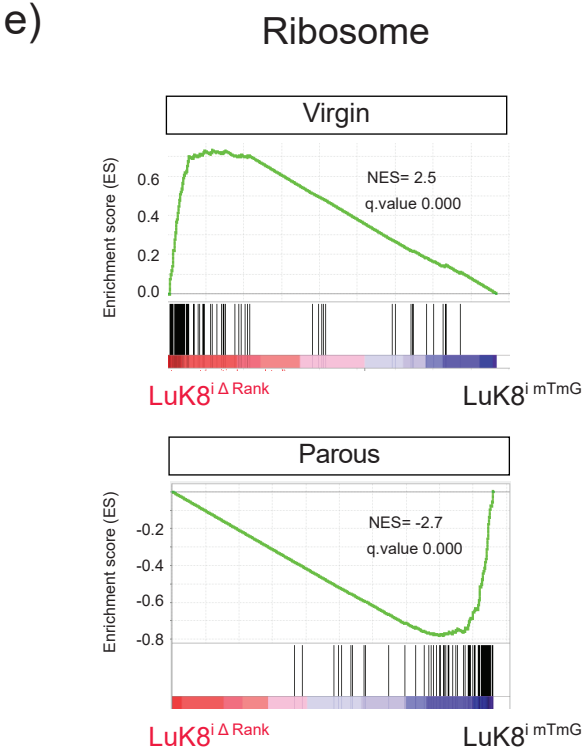

**Supplementary Figure 4: Rank deletion in luminal cells results in defective protein synthesis and proliferation upon parity.** **a** Flow cytometry cell sorting profile depicting the selection strategy for  $K8^{imTmG}$  and  $K8^{i\Delta Rank}$  GFP+ luminal ( $CD49f^{low}$   $CD24^{hi}$ ) and basal cells ( $CD49f^{hi}$   $CD24^{low}$ ). **b** Heatmap of cell lineage specific genes to confirm the identity of the sorted cells analysed by RNA-seq (samples isolated from luminal  $K8^{i\Delta Rank}$  mice are highlighted in magenta). **c** GSEA profile of alveolar progenitor differential gene set “G14.5 MG (AVD)” in the indicated genotypes. **d** Bubble plot depicting the variation of cell cycle related gene sets in luminal cells from virgin and parous  $K8^{imTmG}$  and  $K8^{i\Delta Rank}$  mice. **e** GSEA profile depicting the differential regulation of “Ribosome” gene set in virgin and parous  $K8^{imTmG}$  and  $K8^{i\Delta Rank}$  luminal cells.

# Supplementary Figure 5

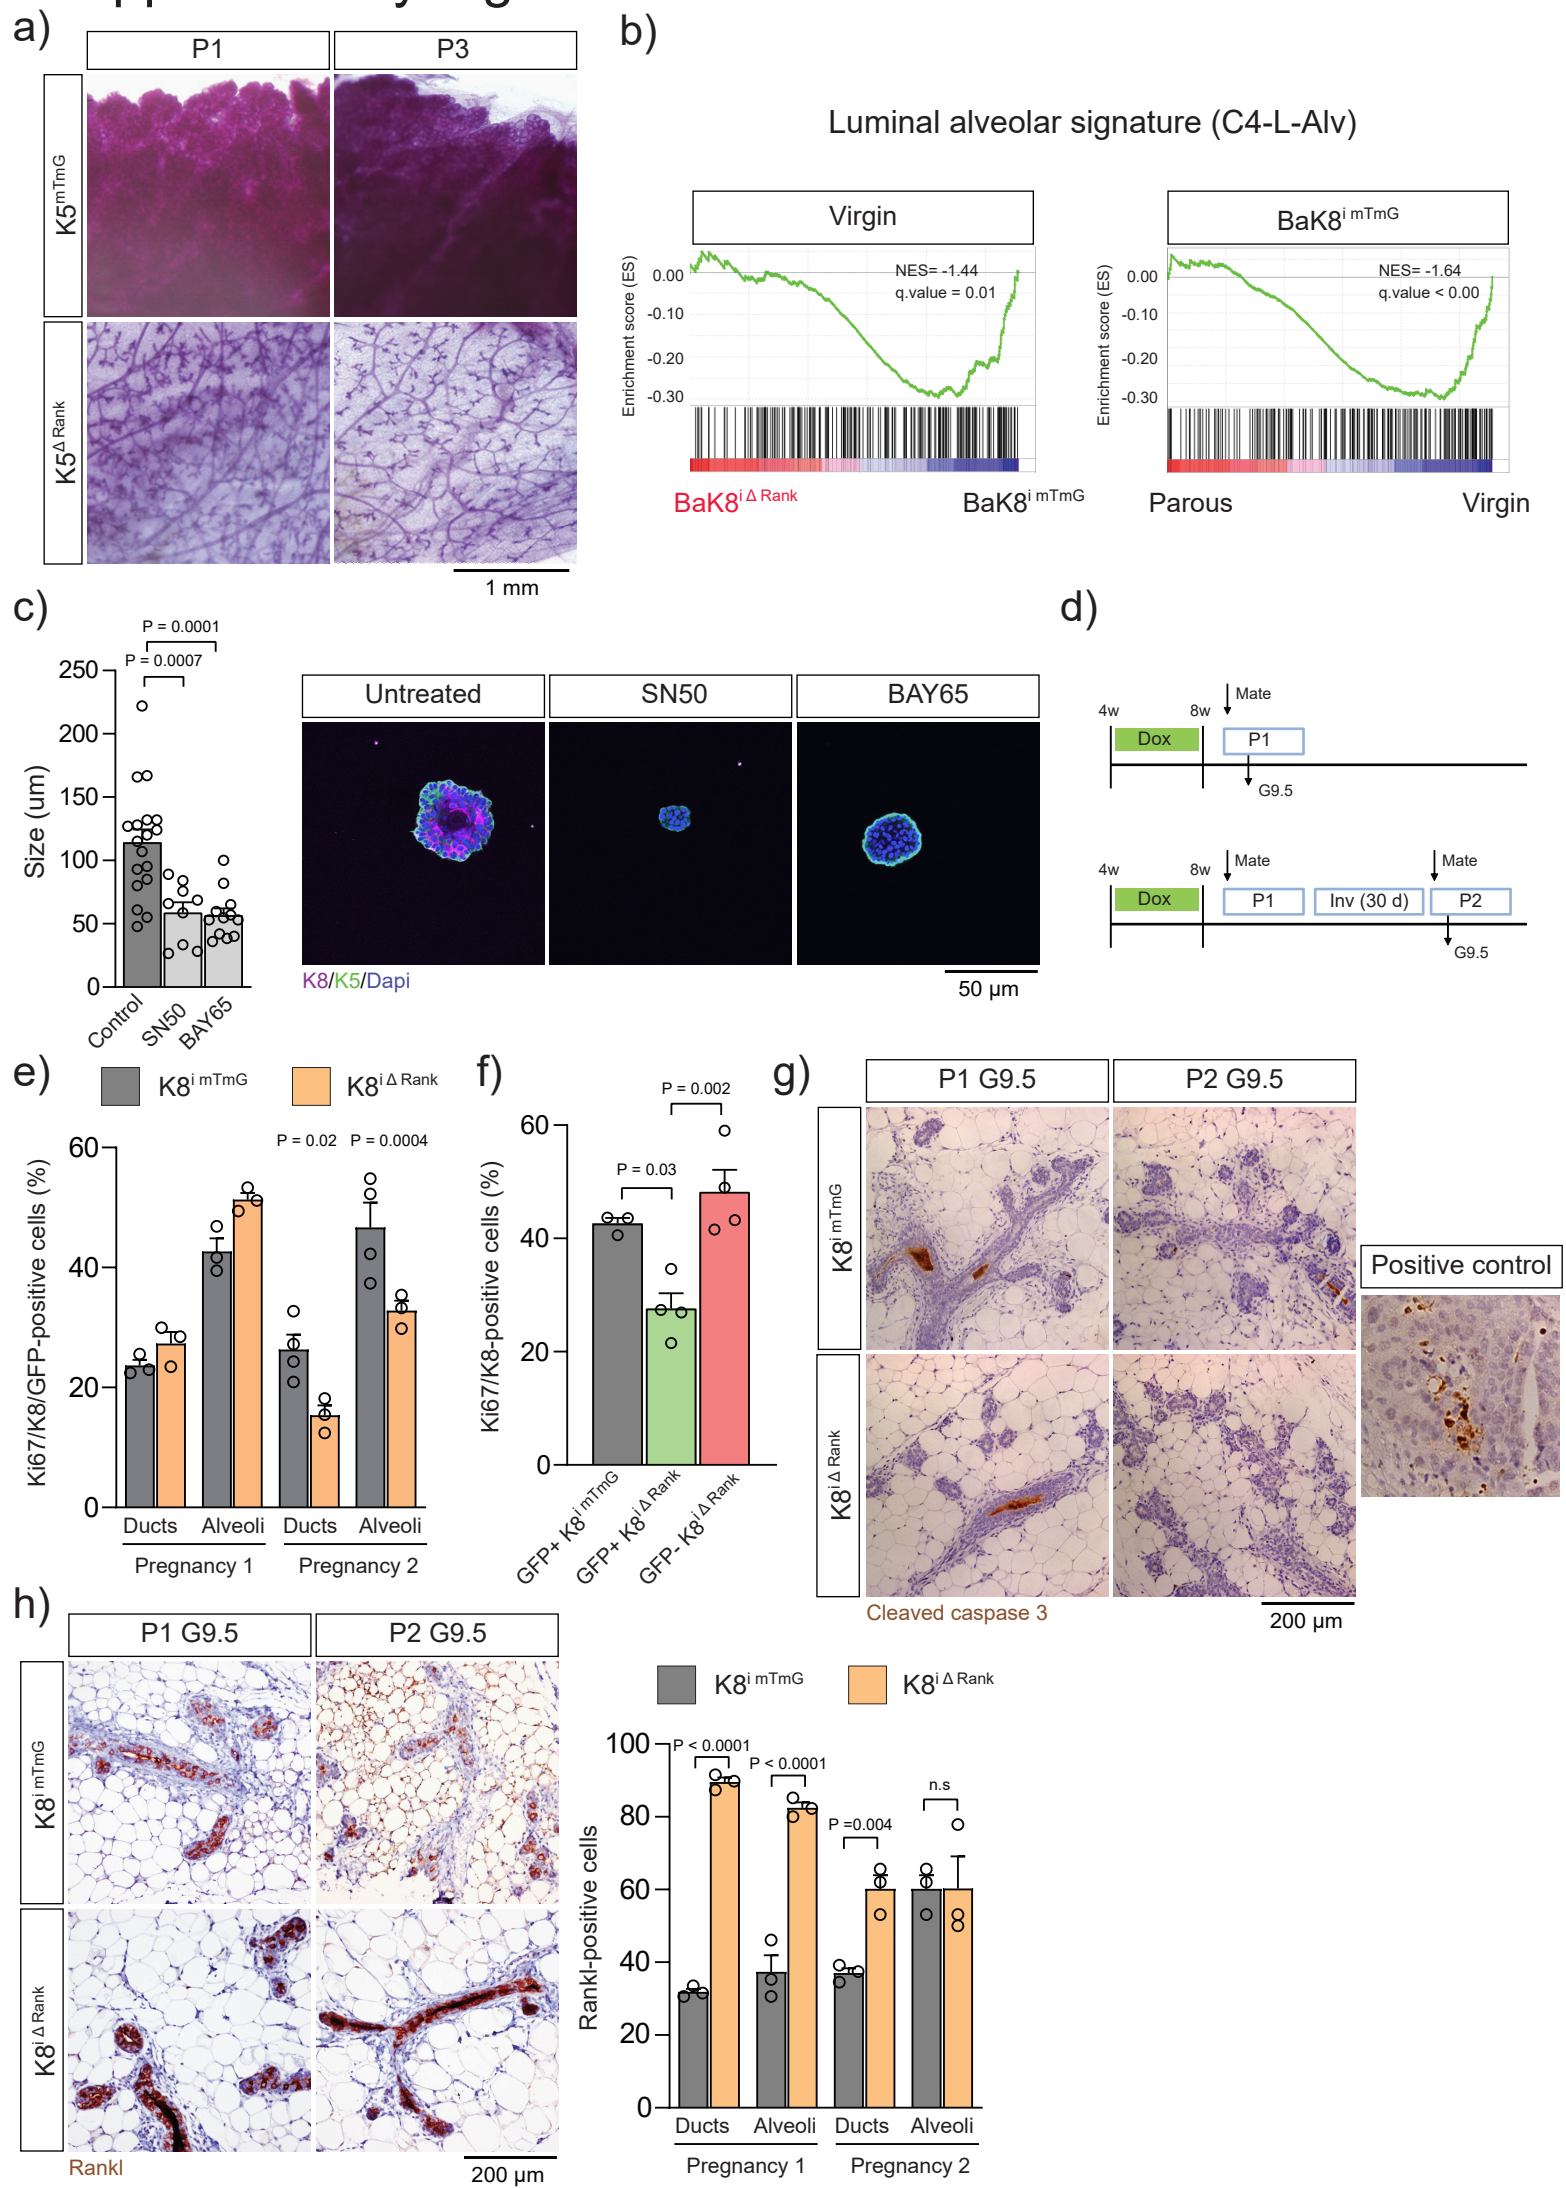

**Supplementary Figure 5: Rank/NF- $\kappa$ B activation is required for basal to luminal transition in parous MGs. a** Whole mount analysis (carmine aluminium staining) from K5<sup>mTmG</sup> and K5 <sup>$\Delta$ Rank</sup> MGs at L1 following P1 and P3. **b** GSEA profile of luminal alveolar identity gene set (C4-L-Alv) in virgin and parous Rank<sup>+</sup> basal cells (Ba) of the indicated genotypes. **c** Size quantification of basal-derived organoids treated with NF- $\kappa$ B inhibitors SN50 (18  $\mu$ M) and Bay65 (5  $\mu$ M). Each dot represents an organoid of one of three independent experiments performed. Representative IF images for K8 (magenta) and K5 (green) in basal-derived mammary organoids treated with NF- $\kappa$ B inhibitors SN50 and Bay65 are shown. Dapi (blue) stains nuclei. **d** Protocol used to pinpoint the onset of GFP dilution in virgin and parous luminal glands in K8<sup>imTmG</sup> and K8<sup>i $\Delta$ Rank</sup> mice. **e** Quantification of the proliferative index of recombined cells (Ki67+/K8+GFP+) in ducts and alveoli from K8<sup>imTmG</sup> and K8<sup>i $\Delta$ Rank</sup> luminal cells at G9.5 from P1 (n = 3) and P2 (n = 4 K8<sup>imTmG</sup> and n = 3 K8<sup>i $\Delta$ Rank</sup>). **f** Quantification of the proliferative index (Ki67+) of GFP+/GFP- alveolar cells of K8<sup>imTmG</sup> (n = 3) and K8<sup>i $\Delta$ Rank</sup> (n = 4) mice from an independent experiment. **g** Analysis of apoptosis (by cleaved caspase 3 IHC) in MGs at G9.5 from P1 and P2 of K8<sup>imTmG</sup> and K8<sup>i $\Delta$ Rank</sup> mice. **h** Analysis of Rankl expression by IHC and quantification in ducts and alveoli of Rankl-positive cells at G9.5 from P1 and P2 of K8<sup>imTmG</sup> and K8<sup>i $\Delta$ Rank</sup> mice (n = 3). Staining was quantified in 5 independent images from two tissues sections collected 100  $\mu$ m apart (**e**, **f**, **h**). Source data are provided as a Source Data file. n. s = not significant.

How the deposited data were processed for this re-analysis (not part of the article)

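Libraries of sorted luminal and basal cells from virgin and parous K8 imTmG and K8 iΔRank mice were grouped by the lineage, stage and genotype of their labels. The authors made the deposited signal values by trimming reads with BBDuk, extracting and deduplicating UMIs with UMI-tools, aligning to GRCm39 with Bowtie2, counting with the Gencode vM26 annotation and dividing by DESeq2 size factors. They state that genes with a normalized count above 10 in at least 25% of the samples were kept. Of the 11137 genes in the table 11133 exceed 10 in at least 8 of the 30 libraries, and the lowest number of libraries above 10 is 7. Genes outside the table are not analysed here. All columns were used. Reads were recovered by dividing each value by the smallest step of its library, and 3 reads were taken as the floor. With depths of 340445 to 3130419 reads, 1 read was worth 0.381 to 5.43 normalized counts.

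Groups were compared with limma 3.58.1 on log2(normalized count + 1), with a mean-variance trend, 2 groups per fit and Benjamini-Hochberg adjustment. The alternatives were pseudocounts of 0.5 and 4, no filter or a mean of at least 50, quantile normalization, array quality weights, all libraries of a lineage in one fit, each mouse left out in turn, and DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads. Gene sets were tested with fgsea 1.28.0 on moderated t, with log2 fold change, DESeq2's Wald statistic, expressed genes alone and camera as alternatives. Set scores were compared by two-sided exact permutation tests of the group labels. Of the listed genes, 77 of 97 cell cycle, 162 of 202 NF-κB response and 26 of 28 Rankl pathway genes were in the table. The cell cycle list is that of Seurat, and the ribosomal protein, NF-κB response and Rankl lists were written by hand before the data were examined. Analyses ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Coordinates are those of GENCODE vM39.

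Genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names for its transcriptome or qPCR, the first 4 genes of each sheet of Supplementary Data 2, and for each comparison up to 3 genes per direction with the lowest adjusted p below 0.05 whose groups do not overlap. Genes of the Clec2d split that this rule does not select were named after their values had been seen. The tests were tried on simulated data with 200 of 9843 to 10434 genes changed by 2 on the log2 scale. There limma recovered 136 to 195 of them, DESeq2 150 to 199 and edgeR 172 to 199, with false calls of at most 5.5%, 10.1% and 4.93%. Every simulated gene had a dispersion of 0.1, and no split of the libraries was simulated. The recovery and false calls thus need not hold for the real libraries. The qPCR, flow cytometry and imaging experiments are not analysed here.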

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

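The tests of the split of the libraries and of sequencing depth were chosen only after the results had been seen. Among 86 groups of 4 or 5 libraries, 3 held a library far from the others, where chance gives 4.3. Csn2 was 694 normalized counts in parous luminal mouse 787 labelled K8 iΔRank, against 8.84 to 46.7 in the other 3. Ntn4 was 54.8 in the same library, against 66.3 to 67.05. Kctd14 was 67.1 in parous basal K8 imTmG mouse 558, against 119 to 127. By reads each of these libraries ranked 4 of 4, the deepest of its group, so shallow sequencing was not the cause. In mouse 787 Csn1s2a was also the highest of its group, at 789 normalized counts, whereas Csn1s1, Csn3, Lalba and Btn1a1 were not. No biological explanation was tested, and chance remains.

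A difference of the genotype effect between virgin and parous cells was tested as an interaction. In luminal cells 1326 genes passed an adjusted p of 0.05 for the interaction, and 1 of 100 regroupings of the libraries gave as many. The NES of the interaction was -3.28 for ribosomal proteins, -2.56 for AVD and -2.31 for the cell cycle set, and 8 of 100, 20 of 100 and 57 of 100 regroupings gave values as far from 0. Virgin libraries of the 2 genotypes lie on opposite sides of the Clec2d split, so the virgin part of these interactions cannot be told apart from it. In basal cells 0 genes passed for the interaction and 1082 had an unadjusted p below 0.05. Regroupings cannot give fewer than 0, so their count says nothing here. Its NES was 2.36 for C4-L-Alv and 2.66 for NF-κB response genes, reached by 3 of 100 and 1 of 100 regroupings. Virgin basal libraries are also parted by genotype and split together, so the same holds for the basal interactions. In both lineages the parous part includes the shorter lactation of K8 iΔRank mice.

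The text of the paper does not discuss ribosomal protein genes in basal cells, and the basal sheets of its Supplementary Data 4 were not examined here. The NES of these genes was -3.58 for K8 iΔRank against K8 imTmG in virgin and -4.03 in parous basal cells, and 3 of 35 and 1 of 35 splits of the libraries gave values as far from 0. Clec2d-high libraries had more of these transcripts than Clec2d-low libraries within parous K8 iΔRank basal cells, with an NES of 3.04, and the virgin difference cannot be told apart from the split. Among Clec2d-high parous libraries the NES was -3.49, and with all libraries thinned to equal depth -3.78. The comparison among Clec2d-high libraries set 2 libraries against 4, and the split genes Sumo2 and Clec2d were still lower in K8 iΔRank there, by -1.16 and -0.54 on the log2 scale, so the split is not ruled out. Depth did not explain the parous difference. Against virgin K8 iΔRank basal cells the NES was -0.707 over all libraries and -3.02 among Clec2d-low libraries, 2 against 4. Whether RNA quality differed between the libraries was not tested, since the paper gives no value per library, so a biological difference is not established.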

How the results depend on the processing

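All alternatives were chosen before the data were examined, except the comparisons within Clec2d-high or Clec2d-low libraries, which were chosen after the split had been seen. Of the gene counts under alternatives other than leaving out a mouse, 65 stayed within 1.5 times their value and 27 did not. With array quality weights, genes past an adjusted p of 0.05 were 2514 in K8 iΔRank against K8 imTmG virgin luminal cells, 1147 in K8 iΔRank against K8 imTmG parous luminal cells, 3993 in parous against virgin K8 imTmG luminal cells, 2572 in K8 iΔRank against K8 imTmG parous basal cells, 214 in parous against virgin K8 iΔRank basal cells and 2671 in the luminal genotype by stage interaction. With DESeq2 on the recovered reads, genes past an adjusted p of 0.05 were 640 in K8 iΔRank against K8 imTmG virgin luminal cells, 459 in K8 iΔRank against K8 imTmG parous luminal cells, 998 in parous against virgin K8 imTmG luminal cells, 654 in K8 iΔRank against K8 imTmG parous basal cells, 57 in parous against virgin K8 imTmG basal cells, 78 in parous against virgin K8 iΔRank basal cells and 18 in the basal interaction. With edgeR on the recovered reads, genes past an adjusted p of 0.05 were 20 in K8 iΔRank against K8 imTmG parous luminal cells and 8 in parous against virgin K8 imTmG basal cells. With all 15 libraries of a lineage in one fit, genes past an adjusted p of 0.05 were 42 in K8 iΔRank against K8 imTmG parous luminal cells, 789 in parous against virgin K8 imTmG luminal cells, 222 in parous against virgin K8 iΔRank luminal cells, 1803 in K8 iΔRank against K8 imTmG virgin basal cells and 170 in K8 iΔRank against K8 imTmG parous basal cells. With a pseudocount of 4, genes past an adjusted p of 0.05 were 186 in K8 iΔRank against K8 imTmG parous basal cells and 2 in parous against virgin K8 imTmG basal cells. Without the filter on low values, genes past an adjusted p of 0.05 were 12 in K8 iΔRank against K8 imTmG parous basal cells. With genes of a mean of at least 50 normalized counts, genes past an adjusted p of 0.05 were 275 in K8 iΔRank against K8 imTmG parous basal cells. Among Clec2d-low libraries, genes past an adjusted p of 0.05 were 42 in K8 iΔRank against K8 imTmG parous luminal cells and 1285 in parous against virgin K8 imTmG luminal cells. Among Clec2d-high libraries, genes past an adjusted p of 0.05 were 0 in K8 iΔRank against K8 imTmG parous basal cells. In that last comparison 905 genes had an unadjusted p below 0.05. When each mouse was left out in turn, the counts ranged from 0 to 247 in K8 iΔRank against K8 imTmG virgin luminal cells, 0 to 21 in K8 iΔRank against K8 imTmG parous luminal cells, 3 to 732 in parous against virgin K8 imTmG luminal cells, 729 to 1570 in parous against virgin K8 iΔRank luminal cells, 281 to 953 in K8 iΔRank against K8 imTmG virgin basal cells, 0 to 1050 in K8 iΔRank against K8 imTmG parous basal cells, 0 to 4 in parous against virgin K8 imTmG basal cells, 0 to 1 in parous against virgin K8 iΔRank basal cells and 336 to 1533 in the luminal genotype by stage interaction. The causes of these changes were not tested.

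Of the gene set results under alternatives other than leaving out a mouse, 354 kept their direction and their side of a q.value of 0.25, 39 were weaker, 6 stronger and 14 reversed. With a pseudocount of 0.5, the NES was 1.15 for Wnt in parous against virgin K8 imTmG basal cells. Ranking only genes above 10 normalized counts in 25% of the libraries, the NES was 1.11 for Wnt in parous against virgin K8 imTmG basal cells. Ranked by log2 fold change, NES were 1.99 for AVD and 1.77 for cell cycle in parous against virgin K8 iΔRank luminal cells, 1.06 for NOTCH and 0.791 for Wnt in K8 iΔRank against K8 imTmG virgin basal cells, 0.888 for NOTCH and -0.886 for Wnt in K8 iΔRank against K8 imTmG parous basal cells, 0.741 for Wnt in parous against virgin K8 imTmG basal cells and 0.771 for NOTCH (reversed) and 0.786 for Wnt (reversed) in parous against virgin K8 iΔRank basal cells. After quantile normalization, NES were 0.532 for Rankl (reversed) in K8 iΔRank against K8 imTmG virgin basal cells and 1.29 for Rankl and 0.889 for ERBB2 (reversed) in K8 iΔRank against K8 imTmG parous basal cells. With array quality weights, NES were 1.12 for AVD and 0.604 for cell cycle in K8 iΔRank against K8 imTmG virgin luminal cells, -1.15 for Wnt in K8 iΔRank against K8 imTmG parous basal cells and 0.726 for NOTCH (reversed) and -0.886 for ERBB2 (reversed) in parous against virgin K8 iΔRank basal cells. Ranked by DESeq2's Wald statistic, NES were 1.24 for AVD and 1.23 for cell cycle in parous against virgin K8 iΔRank luminal cells, 1.28 for Rankl and -1.13 for Wnt in K8 iΔRank against K8 imTmG parous basal cells and -0.684 for NOTCH (reversed) in parous against virgin K8 imTmG basal cells. With camera, adjusted p-values were 0.747 for AVD, 0.484 for ribosomal proteins, 0.849 for cell cycle and 0.579 for Translation in K8 iΔRank against K8 imTmG virgin luminal cells, 0.484 for AVD, 0.747 for ribosomal proteins, 0.7499 for cell cycle and 0.735 for Translation in K8 iΔRank against K8 imTmG parous luminal cells, 0.406 for AVD, 0.848 for ribosomal proteins, 0.735 for cell cycle and 0.848 for Translation in parous against virgin K8 imTmG luminal cells, 0.484 for ribosomal proteins and 0.484 for Translation in parous against virgin K8 iΔRank luminal cells, 0.788 for C4-L-Alv, 0.788 for NF-κB, 0.484 for NOTCH and 0.788 for Wnt in K8 iΔRank against K8 imTmG virgin basal cells, 0.735 for C4-L-Alv, 0.747 for NF-κB, 0.579 for NOTCH and 0.856 for Wnt in K8 iΔRank against K8 imTmG parous basal cells, 0.788 for C4-L-Alv, 0.7499 for NF-κB and 0.788 for Wnt in parous against virgin K8 imTmG basal cells, 0.361 for C4-L-Alv, 0.356 for NF-κB and 0.899 for ERBB2 (reversed) in parous against virgin K8 iΔRank basal cells and 0.390 for cell cycle in the luminal genotype by stage interaction. Without the milk genes, the NES was -0.779 for AVD (reversed) in parous against virgin K8 iΔRank luminal cells. Among Clec2d-low libraries, NES were -1.17 for ribosomal proteins (reversed) and -0.817 for Translation (reversed) in parous against virgin K8 imTmG luminal cells and 1.02 for NOTCH (reversed), 0.952 for Wnt (reversed) and -0.807 for ERBB2 (reversed) in parous against virgin K8 iΔRank basal cells. When each mouse was left out in turn, NES ranged from 0.545 to 2.24 for cell cycle in K8 iΔRank against K8 imTmG virgin luminal cells, 0.999 to 2.03 for Translation in parous against virgin K8 imTmG luminal cells, -0.931 to 1.43 for AVD in parous against virgin K8 iΔRank luminal cells, -0.426 to 2.00 for cell cycle in parous against virgin K8 iΔRank luminal cells, -1.86 to -1.03 for C4-L-Alv in K8 iΔRank against K8 imTmG virgin basal cells, 0.979 to 1.38 for Rankl in K8 iΔRank against K8 imTmG parous basal cells, -1.32 to -1.11 for Wnt in K8 iΔRank against K8 imTmG parous basal cells, -1.004 to 0.967 for ERBB2 in K8 iΔRank against K8 imTmG parous basal cells, -2.08 to -1.09 for C4-L-Alv in parous against virgin K8 imTmG basal cells, -0.661 to 1.13 for NOTCH in parous against virgin K8 imTmG basal cells, 1.02 to 1.37 for Wnt in parous against virgin K8 imTmG basal cells, -1.25 to -0.916 for ERBB2 in parous against virgin K8 imTmG basal cells, -1.38 to 0.860 for Wnt in parous against virgin K8 iΔRank basal cells and -0.961 to 0.987 for ERBB2 in parous against virgin K8 iΔRank basal cells. The causes of these changes were not tested.

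Of the named genes under alternatives other than leaving out a mouse, 239 results kept their direction and side of the threshold, 9 were weaker and 4 stronger. The log2 fold change of Tnfsf11 in K8 iΔRank against K8 imTmG parous luminal cells reversed to -0.32 among Clec2d-low libraries. With each mouse left out in turn, 105 results were weaker. Of 250 log2 fold changes of named genes 43 changed sign, none of them among the 59 with an adjusted p below 0.05. Those of Tnfrsf11a, Tnfsf11, Mki67, Rspo1, Krt18 and Cldn4 that did ranged from -1.01 to 0.82 for Mki67 in K8 iΔRank against K8 imTmG virgin luminal cells, -0.34 to 0.22 for Tnfrsf11a in K8 iΔRank against K8 imTmG parous luminal cells, -0.28 to 1.83 for Tnfsf11 in K8 iΔRank against K8 imTmG parous luminal cells, -1.35 to 0.52 for Mki67 in K8 iΔRank against K8 imTmG parous luminal cells, -2.003 to 0.50 for Tnfsf11 in parous against virgin K8 imTmG luminal cells, -0.01 to 0.10 for Cldn4 in parous against virgin K8 iΔRank luminal cells, -0.03 to 0.81 for Krt18 in K8 iΔRank against K8 imTmG virgin basal cells, -0.51 to 1.55 for Mki67 in K8 iΔRank against K8 imTmG parous basal cells, -0.98 to 1.08 for Rspo1 in parous against virgin K8 imTmG basal cells and -0.52 to 0.18 for Krt18 in parous against virgin K8 iΔRank basal cells. Of the set scores, 71 stayed as they were and 4 were stronger. With a pseudocount of 0.5, the score difference was 0.0128 for Rankl in K8 iΔRank against K8 imTmG virgin basal cells and reversed. After quantile normalization, score differences were 0.0117 for Rankl in K8 iΔRank against K8 imTmG virgin basal cells, -0.00360 for Wnt in K8 iΔRank against K8 imTmG parous basal cells, -0.00356 for NOTCH in parous against virgin K8 iΔRank basal cells and -0.00591 for Wnt in parous against virgin K8 iΔRank basal cells, each reversed. With the mouse as a block, 6189 genes differed between luminal and basal cells, 3126 higher in luminal and 3063 higher in basal cells. The correlation of the 2 libraries of a mouse across genes averaged 0.0645 in 13 mice. In the shallowest libraries, basal virgin K8 imTmG, 3 reads were worth up to 16.3 normalized counts, which limits what can be said about genes below that value.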

Differences from the paper's values

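The margin for an NES is the SD of the NES here when each mouse was left out in turn. A value within the margin of the paper's can still leave most of the gap. In parous against virgin K8 imTmG luminal cells the NES of the AVD set was 3.07, against about 2.9 in Fig. 3e of the paper, read by eye, and none of the alternatives set before the data were examined came within the margin. The nearest on either side were 2.82 with array quality weights and 2.98 without the cell cycle genes. In K8 iΔRank against K8 imTmG parous luminal cells the NES of the AVD set was -2.69, against about -2.5 in Supplementary Fig. 4c of the paper, read by eye, and of the alternatives set before the data were examined the only values within the margin were those ranking only genes above 10 normalized counts in 25% of the libraries (-2.65), after quantile normalization (-2.53) and ranked by DESeq2's Wald statistic (-2.58). In K8 iΔRank against K8 imTmG parous basal cells the NES of the Rankl pathway was 1.20, against about 1.7 in Fig. 4c of the paper, read by eye, and none of the alternatives set before the data were examined came within the margin. In K8 iΔRank against K8 imTmG parous basal cells the NES of the NF-κB set was 2.10, against about 2.3 in Fig. 4b of the paper, read by eye, and of the alternatives set before the data were examined the only values within the margin were those after quantile normalization (2.40) and ranked by DESeq2's Wald statistic (2.19). In parous against virgin K8 iΔRank basal cells the NES of the NF-κB set was 2.56, against about 2.2 in Fig. 4b of the paper, read by eye, and of the alternatives set before the data were examined the only value within the margin was that ranked by log2 fold change (2.23). In K8 iΔRank against K8 imTmG parous luminal cells the NES of the ribosome set was -3.11, against -2.73 for the KEGG ribosome set in the paper's supplement. Here the set was the list of ribosomal protein genes written by hand. Of the alternatives set before the data were examined the only value within the margin was that ranked by log2 fold change (-2.92). In K8 iΔRank against K8 imTmG parous luminal cells the NES of the translation set was -2.79, against -2.49 for a Reactome translation set in the paper's supplement. Of the alternatives set before the data were examined the only values within the margin were those with a pseudocount of 4 (-2.76), ranked by log2 fold change (-2.75) and after quantile normalization (-2.25). Genes of the Reactome Translation set used here may differ from the paper's, so gene lists may account for part of these gaps.

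The margin for a number of genes is a factor of 1.5. In parous against virgin K8 imTmG luminal cells, 226 genes passed an adjusted p of 0.05, against the paper's 1690, and none of the alternatives set before the data were examined came within the margin. The nearest on either side were 998 with DESeq2 on the recovered reads and 3993 with array quality weights. In K8 iΔRank against K8 imTmG parous luminal cells, 10 genes passed an adjusted p of 0.05, all higher in K8 iΔRank. The paper calls 708, with 338 higher and 370 lower. None of the alternatives set before the data were examined came within the margin. The nearest on either side were 459 with DESeq2 on the recovered reads and 1147 with array quality weights. All 226 and 10 of these genes were among those the paper calls. Log2 fold changes had a Spearman correlation with the paper's of 0.974 and 0.989. These values cover only the 1950 and 1864 genes shared with the given part of the supplement. In parous against virgin K8 iΔRank luminal cells 1643 genes passed here, 846 higher and 797 lower, against the paper's 1106, with 389 higher and 717 lower. Of these 994 were called by both, and the Spearman correlation was 0.981 over the 1968 genes shared with the given part. For K8 iΔRank against K8 imTmG virgin luminal cells all 99 genes called here were among the 405 the given part of the supplement lists.

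The margin for a log2 fold change is the larger of the standard error here and that in the supplement, and within it most of the gap can remain. Csn2 had a log2 fold change of 9.12 in parous against virgin K8 imTmG luminal cells, against the paper's 8.22. Pseudocounts of 0.5 and 4 gave 9.96 and 7.29, on either side of the paper's value, with virgin values below the floor of 3 reads. DESeq2 on the recovered reads gave 11.9, further from the paper's value. Csn1s2a had a log2 fold change of 8.92 in parous against virgin K8 imTmG luminal cells, against the paper's 7.81. Pseudocounts of 0.5 and 4 gave 9.92 and 6.93, on either side of the paper's value, with 0 reads in all 3 virgin libraries. Ntn4 had a log2 fold change of 2.83 in K8 iΔRank against K8 imTmG parous luminal cells, against the paper's 2.46, and of the alternatives set before the data were examined the only values within the margin were those with a pseudocount of 4 (2.45) and after quantile normalization (2.73). Snorc had a log2 fold change of 2.91 in K8 iΔRank against K8 imTmG parous luminal cells, against the paper's 2.43, and of the alternatives set before the data were examined the only value within the margin was that with a pseudocount of 4 (2.78). Masp1 had a log2 fold change of 4.39 in K8 iΔRank against K8 imTmG parous luminal cells, against the paper's 2.94, and none of the alternatives set before the data were examined came within the margin. Serpine2 had a log2 fold change of 4.01 in K8 iΔRank against K8 imTmG parous luminal cells, against the paper's 2.78, and none of the alternatives set before the data were examined came within the margin. Clec2d had a log2 fold change of -4.93 in parous against virgin K8 iΔRank luminal cells, against the paper's -4.43. Pseudocounts of 0.5 and 4 gave -5.17 and -4.00, on either side of the paper's value. Spp1 had a log2 fold change of 3.26 in parous against virgin K8 iΔRank luminal cells, against the paper's 2.80, and of the alternatives set before the data were examined the only value within the margin was that with a pseudocount of 4 (3.08). Lalba had a log2 fold change of 2.66 in K8 iΔRank against K8 imTmG virgin luminal cells, against the paper's 1.79, and of the alternatives set before the data were examined the only value within the margin was that with a pseudocount of 4 (2.17). Clec2d had a log2 fold change of 5.42 in K8 iΔRank against K8 imTmG virgin luminal cells, against the paper's 4.47, and of the alternatives set before the data were examined the only value within the margin was that with a pseudocount of 4 (4.22). Kat6b-ps2 had a log2 fold change of 3.59 in K8 iΔRank against K8 imTmG virgin luminal cells, against the paper's 3.08, and of the alternatives set before the data were examined the only value within the margin was that with a pseudocount of 4 (3.11). Ehbp1l1 had a log2 fold change of -2.91 in K8 iΔRank against K8 imTmG virgin luminal cells, against the paper's -2.35, and of the alternatives set before the data were examined the only value within the margin was that with a pseudocount of 4 (-2.52).

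The paper states that Rankl signaling was enriched in parous K8 iΔRank basal cells. Here its set of hand-picked genes did not pass a q.value of 0.25 (q.value = 0.322), but did after quantile normalization and when ranked by DESeq2's Wald statistic. The paper describes loss of Rank in luminal K8 iΔRank cells. Here Tnfrsf11a was not lower in the luminal libraries labelled K8 iΔRank when all libraries of a stage were compared. Among Clec2d-low parous libraries, a comparison chosen after seeing the values, it was lower by a log2 fold change of -0.69 (standard error 0.20, limma adjusted p = 0.0864), with no overlap between the genotypes. Rspo1, which the paper measured as a target of Rank, had log2 fold changes of -2.20 (limma adjusted p = 0.291) in virgin and -2.90 (limma adjusted p = 0.176) in parous luminal cells.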

Other observations

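The tests in this part of the split, of transcript properties, of depth and of luminal genes in basal libraries were chosen only after the results had been seen. The split of the libraries on Clec2d was set against properties of the libraries and of the transcripts. Median reads were 878946 in Clec2d-high and 2478110 in Clec2d-low libraries. With all libraries thinned to the depth of the shallowest, 8 of the 10 genes still separated the sides. The 2 libraries of 10 of 13 mice lay on opposite sides, which a variant carried by the mouse cannot give. Within parous luminal K8 imTmG cells the log2 difference between the sides had a Spearman correlation of -0.240 with transcript length, of 0.0262 with GC content and of 0.135 with sequence shared between genes. Transcripts up to 600 nt were higher in Clec2d-high libraries by a median of 1.41 and those over 2500 nt by -0.09. Ribosomal protein genes exceeded lists of genes matched in length and level, whose medians averaged 0.759 against 1.21. A difference in RNA quality or library preparation may underlie the split, a hypothesis for which the labels give no batch to test. The paper's methods report an average and a wide range of RNA integrity numbers, but none for a single library. Over 5222 genes with a mean of at least 50 normalized counts the log2 fold change of K8 iΔRank against K8 imTmG in virgin luminal cells had a Spearman correlation of 0.530 with the difference between the sides in parous luminal K8 imTmG cells and of 0.706 with that in parous basal K8 iΔRank cells.

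Within one side of the split, NES were -2.95 for AVD, -1.79 for ribosomal proteins, -3.32 for cell cycle and -1.68 for Translation in K8 iΔRank against K8 imTmG parous luminal cells, 2.83 for AVD, -1.17 for ribosomal proteins, 3.30 for cell cycle and -0.817 for Translation in parous against virgin K8 imTmG luminal cells, 2.18 for C4-L-Alv, 2.40 for NF-κB, 0.858 for Rankl and -3.49 for ribosomal proteins in K8 iΔRank against K8 imTmG parous basal cells and 2.17 for C4-L-Alv, 2.23 for NF-κB and 1.12 for Rankl in parous against virgin K8 iΔRank basal cells. In that last comparison, 2 libraries against 4, ribosomal proteins had an NES of -3.02 and Translation of -2.33, against -0.707 and 0.997 over all libraries, and Translation had -3.24 in K8 iΔRank against K8 imTmG parous basal cells. The rise of ribosomal protein and Translation genes with parity in K8 imTmG luminal cells was not seen within one side. The 3 comparisons that the split parts as the condition does were set against the difference between the sides, for which the NES were -1.47 for AVD, 3.36 for ribosomal proteins, -2.77 for cell cycle and 3.04 for Translation in parous luminal K8 imTmG cells and 1.14 for C4-L-Alv, 1.24 for NF-κB, 0.655 for Rankl and 3.04 for ribosomal proteins in parous basal K8 iΔRank cells.

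With libraries thinned to equal depth, NES were 1.64 for AVD and 3.01 for ribosomal proteins in K8 iΔRank against K8 imTmG virgin luminal cells, -2.61 for AVD, -3.04 for ribosomal proteins and -2.47 for cell cycle in K8 iΔRank against K8 imTmG parous luminal cells and 1.73 for C4-L-Alv, 2.17 for NF-κB, 1.02 for Rankl and -3.78 for ribosomal proteins in K8 iΔRank against K8 imTmG parous basal cells.

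Other splits of the same libraries into groups of the same sizes were counted, the real one included. Of 10 splits of the libraries in K8 iΔRank against K8 imTmG virgin luminal cells, 1 gave as many genes past an adjusted p of 0.05, 4 as large an NES for AVD, 1 as large an NES for ribosomal proteins, 7 as large an NES for cell cycle and 2 as large an NES for Translation. Of 100 splits of the libraries in K8 iΔRank against K8 imTmG parous luminal cells, 2 gave as many genes past an adjusted p of 0.05, 17 as large an NES for AVD, 32 as large an NES for ribosomal proteins, 42 as large an NES for cell cycle and 22 as large an NES for Translation. Of 56 splits of the libraries in parous against virgin K8 imTmG luminal cells, 1 gave as many genes past an adjusted p of 0.05, 1 as large an NES for AVD, 35 as large an NES for ribosomal proteins, 18 as large an NES for cell cycle and 39 as large an NES for Translation. Of 35 splits of the libraries in parous against virgin K8 iΔRank luminal cells, 1 gave as many genes past an adjusted p of 0.05, 32 as large an NES for AVD, 4 as large an NES for ribosomal proteins, 29 as large an NES for cell cycle and 4 as large an NES for Translation. Of 35 splits of the libraries in K8 iΔRank against K8 imTmG virgin basal cells, 1 gave as many genes past an adjusted p of 0.05, 22 as large an NES for C4-L-Alv, 19 as large an NES for NF-κB, 20 as large an NES for Rankl, 1 as large an NES for NOTCH, 4 as large an NES for Wnt, 18 as large an NES for ERBB2 and 3 as large an NES for ribosomal proteins. Of 35 splits of the libraries in K8 iΔRank against K8 imTmG parous basal cells, 1 gave as many genes past an adjusted p of 0.05, 9 as large an NES for C4-L-Alv, 14 as large an NES for NF-κB, 10 as large an NES for Rankl, 7 as large an NES for NOTCH, 7 as large an NES for Wnt, 28 as large an NES for ERBB2 and 1 as large an NES for ribosomal proteins. Of 35 splits of the libraries in parous against virgin K8 imTmG basal cells, 13 gave as large an NES for C4-L-Alv, 12 as large an NES for NF-κB, 25 as large an NES for Rankl, 32 as large an NES for NOTCH, 13 as large an NES for Wnt and 14 as large an NES for ERBB2. Of 35 splits of the libraries in parous against virgin K8 iΔRank basal cells, 2 gave as large an NES for C4-L-Alv, 1 as large an NES for NF-κB, 10 as large an NES for Rankl, 15 as large an NES for NOTCH, 24 as large an NES for Wnt and 34 as large an NES for ERBB2. With 3 mice against 3 the share cannot fall below 0.1. In the 2 comparisons of parous with virgin basal cells, where 0 genes passed and no split can give fewer, 969 genes in K8 imTmG and 1036 in K8 iΔRank cells had an unadjusted p below 0.05.

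A candidate explanation for the C4-L-Alv enrichment in parous K8 iΔRank basal cells against parous K8 imTmG cells is a larger share of luminal cells, or of their RNA, in the basal sort. The mean log2 of 100 genes high in luminal cells was higher by 0.861 than in parous K8 imTmG basal cells, as such a share would give, and by 0.0612 than in virgin K8 iΔRank basal cells. Basal cells that turn towards a luminal state would raise the same genes, so against parous K8 imTmG cells the 2 explanations cannot be told apart. Against virgin K8 iΔRank cells, where C4-L-Alv was also enriched, the luminal genes differed by -0.04 among Clec2d-low libraries, so no larger share was seen. An unchanged share could still raise C4-L-Alv if the luminal RNA itself held more of it after parity. In luminal cells C4-L-Alv had an NES of 2.24 (fgsea q.value = 1.44e-11) in parous against virgin K8 iΔRank libraries, which the split also parts. The test thus cannot decide between the explanations there.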
